# Sexually dimorphic characteristics of the small intestine and colon of prepubescent C57BL/6 mice

**DOI:** 10.1186/s13293-014-0011-9

**Published:** 2014-08-29

**Authors:** Wilma T Steegenga, Mona Mischke, Carolien Lute, Mark V Boekschoten, Maurien GM Pruis, Agnes Lendvai, Henkjan J Verkade, Jos Boekhorst, Harro M Timmerman, Torsten Plösch, Michael Müller

**Keywords:** Small intestine, Colon, Sexually dimorphism, Gene expression, Microbiota, Histone modification, DNA methylation, Epigenetics, Chromosomes, Prepubescent

## Abstract

**Background:**

There is increasing appreciation for sexually dimorphic effects, but the molecular mechanisms underlying these effects are only partially understood. In the present study, we explored transcriptomics and epigenetic differences in the small intestine and colon of prepubescent male and female mice. In addition, the microbiota composition of the colonic luminal content has been examined.

**Methods:**

At postnatal day 14, male and female C57BL/6 mice were sacrificed and the small intestine, colon and content of luminal colon were isolated. Gene expression of both segments of the intestine was analysed by microarray analysis. DNA methylation of the promoter regions of selected sexually dimorphic genes was examined by pyrosequencing. Composition of the microbiota was explored by deep sequencing.

**Results:**

Sexually dimorphic genes were observed in both segments of the intestine of 2-week-old mouse pups, with a stronger effect in the small intestine. Amongst the total of 349 genes displaying a sexually dimorphic effect in the small intestine and/or colon, several candidates exhibited a previously established function in the intestine (i.e. *Nts*, *Nucb2*, *Alox5ap* and *Retnlγ*). In addition, differential expression of genes linked to intestinal bowel disease (i.e. *Ccr3*, *Ccl11* and *Tnfr*) and colorectal cancer development (i.e. *Wt1* and *Mmp25*) was observed between males and females. Amongst the genes displaying significant sexually dimorphic expression, nine genes were histone-modifying enzymes, suggesting that epigenetic mechanisms might be a potential underlying regulatory mechanism. However, our results reveal no significant changes in DNA methylation of analysed CpGs within the selected differentially expressed genes. With respect to the bacterial community composition in the colon, a dominant effect of litter origin was found but no significant sex effect was detected. However, a sex effect on the dominance of specific taxa was observed.

**Conclusions:**

This study reveals molecular dissimilarities between males and females in the small intestine and colon of prepubescent mice, which might underlie differences in physiological functioning and in disease predisposition in the two sexes.

## Background

There is growing recognition that males and females differ with respect to basic physiology, body composition and susceptibility to and progression of a broad variety of non-communicable diseases, as well as in the response to pharmacological treatment. The molecular mechanisms underlying these sexually dimorphic effects are currently largely unresolved. Increased knowledge on these mechanisms might contribute significantly to disease prevention and treatment, for instance by optimizing dietary recommendations and pharmacological protocols in a sex-specific way.

Differences between males and females not only become clearly apparent post-puberty in response to increasing circulating hormone levels but are also present at a much younger age. During the initial phase of embryonic development, differences between males and females are already detectable [1]-[4]. Immediately thereafter, male expression of the Y chromosome *Sry* gene initiates molecular and cellular cascades in the undifferentiated gonads of males leading to differentiation of testes and divergent conversion between male and female development [5]. Insight into how the sex chromosomes contribute to the differences between males and females has strongly increased in the last decade. The male Y chromosome is relatively small (60 Mb) and contains only a limited number of genes (~60 in humans and 12 in mice) [6],[7]. Even though these genes are exclusively expressed in males, a female variant for some of them has been identified [8]. The X chromosome, which is present as one copy in males and as two copies in females, is much larger in size (155 Mb) and contains a much larger number of genes (~1,500). To ensure dosage equivalence between males and females, one of the two X chromosomes is transcriptionally silenced in females [9],[10]. X inactivation silences randomly either the paternal or the maternal X chromosome, and *Xist*, a 17-kb spliced and polyadenylated RNA with no coding capacity, plays a crucial role in this process [11]-[14]. Some genes located on the X chromosome escape silencing in female somatic cells, including a number of genes containing a homologue on the Y chromosome such as the well-known escapee *Kdm5c*[15],[16].

Genome-wide gene expression analysis has revealed that sex differences occur in a wide variety of organs and tissues in humans as well as in rodents, including the liver, heart, kidney, brain, muscle, placenta, gonads and adipose tissue [17]-[25]. Sexually dimorphic genes have been best characterized in the liver [19],[22]-[24],[26]-[32]. Most studies analysing sexually dimorphic effects have been carried out in adult tissues where sex hormones likely contribute strongly to the observed effects. Conforto and Waxman have recently shown that—although by far the most pronounced difference in gene expression was found in the livers of adult mice—a significant sexually dimorphic expression was already detectable in the prepubescent mice [26]. Similar results were reported by Kwekel and colleagues for the kidney in rats [21].

Until now, sexually dimorphic effects in the intestine have only marginally been described. Oestrogen-mediated health effects in the intestine have been reported [33]-[35], and sexually dimorphic gene expression in the small intestine (SI) has been shown in adult mice [36]. Information regarding sexually dimorphic expression in the SI at a prepubescent stage is still lacking, and no information is currently available regarding sex-regulated differences in gene expression in the colon. While in the SI food is degraded by enzymatic digestion prior to absorption, the dominant process in the colon is fermentation by microorganisms. Inoculation and colonization of the newborn sterile colon starts immediately during and after delivery [37]. The existence of a strong host-microbiota interaction is currently commonly acknowledged. Furthermore, the importance of the gut microbiota for the development of the metabolic and immune system early in life is nowadays commonly appreciated [37]. Since gene expression of the colon is directly linked to the microbiota composition of the colon lumen [38]-[40], it can be speculated that sexually dimorphic expression of genes in the colon affects the microbiota composition.

Sex-related differences in gene transcription might be attributable to various mechanisms. It could relate to the location of genes on the sex chromosomes, as well as to epigenetic marks associated with the genes. Sex-specific DNA hypersensitive sites [41] and differences in DNA methylation [23] and in histone marks [22],[42] have been reported between males and females. Whether these mechanisms function equally in different organs and are globally regulated or mediated at a gene-specific level needs to be further investigated.

Tissue-specific sexually dimorphic gene expression is not well-characterized in either the SI or the colon, particularly in prepubescent subjects. To address this gap, we performed differential gene expression profiling in the SI and colon of 2-week-old male and female mouse pups by applying microarray (MA) analysis. Pyrosequencing was performed for the genes exhibiting the strongest differential gene expression to measure whether DNA methylation differences are present in the promoter regions of the sexually dimorphic genes, thereby possibly affecting the expression state. The microbiota composition of the colon luminal content was explored by deep sequencing and investigated for possible sex differences.

## Methods

### Ethics statement

The national and institutional guidelines for the care and use of animals were followed, and the experimental procedures were reviewed and approved by the Ethics Committees for Animal Experiments of the University of Groningen, The Netherlands (Ethics registration code: 5709).

### Animals and diets

Female C57BL/6 mice (5 weeks of age) were purchased from Harlan (Horst, The Netherlands) and housed individually in the light- and temperature-controlled facility of the University Medical Center Groningen (lights on 7:00 am–7:00 pm, 21°C). The mice had free access to drinking water and were fed a semi-synthetic low-fat control diet (3.85 kcal/g; 10 E% fat, 20 E% protein, 70 E% carbohydrate; D12450B, Research Diets, New Brunswick, NJ, USA). After 6 weeks (pre-treatment period), the female mice were mated with males and, in case conceiving failed, allowed to re-mate. Mice were allowed to deliver spontaneously and were left undisturbed with their litters for 24 h. Litter sizes were standardized to five to seven pups, to ensure no litter was nutritionally biased due to lower or higher litter size. By natural circumstances, the litter size of some dams was reduced further, but not changing the overall male/female ratio significantly. Throughout pregnancy and lactation, the dams received the same diet. After 2 weeks of lactation, the offspring were sacrificed by heart puncture under isoflurane anaesthesia. The SI and colon were isolated from each mouse, snap-frozen in liquid nitrogen and stored at −80°C until further use. In total, nine female and six male mice were included derived from three different litters. Physiological and molecular effects observed in the liver of these mice have been reported previously [43].

### RNA isolation

Total RNA was isolated from colon and SI samples as described previously [43]. In brief, TRIzol reagent (Invitrogen, Breda, The Netherlands) was used and the samples were treated with DNAse and purified on columns (RNeasy Micro Kit, Qiagen, Venlo, The Netherlands), all according to the manufacturer’s instructions. Purified RNA was immediately stored at −80°C until further use. RNA concentrations were determined using the NanoDrop ND-1000 UV-vis spectrophotometer (Isogen, Maarsen, The Netherlands). RNA integrity was verified on an Agilent 2100 Bioanalyzer with the 6000 Nano Kit using the Eukaryote Total RNA Nano Assay according to the manufacturer’s instructions (Agilent Technologies, Amsterdam, The Netherlands). Samples were considered suitable for hybridization when they showed intact bands of 18S and 28S ribosomal RNA subunits, displayed no chromosomal peaks or RNA degradation products and had a RNA integrity number (RIN) above 8.0.

### Microarray hybridization and analysis

Per offspring, colon and SI samples were analysed as described previously [43], and in total, six male and six female samples were used in this analysis (three of the nine females were not included in the microarray analysis due to budget limitations). In brief, 100 ng of purified RNA was used for the preparation of labelled cDNA, applying the Ambion Whole Transcript (WT) Expression Kit (Life Technologies, Carlsbad, CA, USA) in combination with the Affymetrix GeneChip WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA). All samples were hybridized at one time point to Affymetrix GeneChip Mouse Gene 1.1 ST arrays according to standard Affymetrix protocols. Quality control and normalization were performed using Bioconductor software packages integrated in an on-line pipeline [44]. Normalized expression estimates of probe sets were computed by the robust multiarray (RMA) analysis algorithm available in the Bioconductor library AffyPLM using default settings [45]. Probe sets were redefined according to Dai et al. [46] and assigned to unique gene identifiers (IDs) of the Entrez Gene database, resulting in 21,187 assigned Entrez IDs. Array data were submitted to the Gene Expression Omnibus and are available under accession number GSE57516.

### Bioinformatic analysis

Of the 21,187 defined genes covered by the MA, only genes with an intensity value of ≥20 on at least five arrays, represented by at least seven probes per gene on the array and an interquartile range (IQR) ≥0.1 were selected for further analysis whereby the colon and SI were analysed separately. Pancreas-specific genes (http://biogps.org) were removed from the analysis in order to omit an effect of potential pancreatic contamination. For the SI in total 12,297 and for the colon 14,400 genes were included in the subsequent analysis; 10,958 genes met the above-described criteria in both the SI and colon. The top 1,000 most variable genes were used for principal component analysis (PCA) using MultiExperiment Viewer version 4.8.4 [47],[48] with an eigenvalue of 1.0 as a cutoff for identification of contributing components. Signal 2log ratios, which represent fold changes (FC), and related significances of change were calculated from the mean signal intensities of the female and male groups for analysis of the sex-specific differential gene expression using intensity-based moderated *t* statistics (IBMT) implementing empirical Bayes correction [49]. Resulting 2log ratios and *p* values were applied for further descriptive bioinformatic analysis of the data. Ingenuity pathway analysis (IPA; Ingenuity® Systems, www.ingenuity.com) was used to relate the MA data to networks of diseases and biological functions. Comparison of male and female expression patterns in the SI and colon on genes located on the autosomes was carried out by generating heat maps using MultiExperiment Viewer version 4.8.1 [47],[48].

### DNA isolation from the SI and colon

Genomic DNA was isolated from the SI and colon by using the DNeasy® Blood and Tissue Kit (Qiagen, Venlo, The Netherlands) as described before [50] according to the manufacturer’s instructions. The DNA was treated with RNase and eluted in Qiagen elution buffer AE. DNA purity and quantity were checked spectrophotometrically (ND-1000, NanoDrop Technologies, Wilmington, DE, USA).

### Bisulfite conversion and DNA methylation analysis

For each sample, 500 ng of genomic DNA was bisulfite-treated using the EZ-96 DNA Methylation-Gold™ Kit (Zymo Research, Irvine, CA, USA) and eluted in 14 μl of M-Elution Buffer. DNA methylation analysis was performed using PyroMark™ pyrosequencing technology (Biotage AB, Uppsala, Sweden). Primers were designed using PyroMark software, and the sequences of the primers used are listed in Additional file 1. The PCR reactions were performed in a total volume between 25 and 50 μl, and the volume of bisulfite-treated genomic DNA used was always 1/20 of the total PCR volume. PyroMark PCR Master Mix and CoralLoad Concentrate were used according to the manufacturer’s instructions, and 0.2 μM of each primer (Qiagen, Venlo, The Netherlands) was used. The following thermal cycling conditions were applied: 15 min at 95°C, followed by 45 cycles of 94°C for 30 s, tempX (gene-specific, see Additional file 1) for 30 s, and 72°C for 40 s, followed by a final elongation step at 72°C for 10 min. The PCR product was bound to Streptavidin Sepharose HP beads (GE Healthcare, Uppsala, Sweden) and purified and made single-stranded using the Pyrosequencing Vacuum Prep Tool according to the manufacturer’s instructions (Qiagen, Venlo, The Netherlands). Sequencing primers (for sequences, see Additional file 1) were annealed to the purified single-stranded PCR product, and pyrosequencing was performed using the Q24 Pyrosequencing System (Qiagen, Venlo, The Netherlands). CpG methylation was analysed with the provided software.

### Bacterial DNA extraction

DNA from all six male and nine female sacrificed mice was extracted from the freeze-dried luminal content of the colon using the method described by Salonen et al. [51]. In short, approximately 0.1 g was used for mechanical and chemical lysis using 0.5 ml buffer (500 mM NaCl, 50 mM Tris-HCl (pH 8), 50 mM EDTA, 4% SDS) and 0.25 g of 0.1-mm zirconia beads and 3-mm glass beads. Nucleic acids were precipitated by addition of 130 μl of 10 M ammonium acetate, using one volume of isopropanol. Subsequently, DNA pellets were washed with 70% ethanol. Further purification of DNA was performed using the QIAamp DNA Stool Mini Kit (Qiagen, Hilden, Germany). Finally, DNA was dissolved in 200 μl Tris/EDTA buffer, and its purity and quantity were checked spectrophotometrically (ND-1000, NanoDrop Technologies, Wilmington, DE, USA).

### Library preparation for 16S rRNA pyrosequencing

Universal primers were applied (forward primer, 5′-*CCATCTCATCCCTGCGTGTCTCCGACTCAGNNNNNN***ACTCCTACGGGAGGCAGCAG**-3′; reverse primer, 5′-*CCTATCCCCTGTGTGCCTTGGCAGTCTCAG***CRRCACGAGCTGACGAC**-3′) for amplification of the V3-V6 region of the 16S rRNA gene as described before [52]. The forward primer includes a sample-specific six-base barcode (*NNNNNN*) to tag each PCR product. The amplification PCR consists of 2 μl microbial genomic DNA, 16 μl master mix (1 μl KOD Hot Start DNA Polymerase (1 U/μl; Novagen, Madison, WI, USA), 5 μl KOD buffer (10×), 3 μl MgSO_4_ (25 mM), 5 μl dNTP mix (2 mM each), 1 μl (10 μM) of each forward and reverse primer) and 32 μl sterile water (total volume 50 μl). PCR conditions were as follows: 95°C for 2 min followed by 35 cycles of 95°C for 20 s, 55°C for 10 s and 70°C for 15 s, ending with a last step of 72°C for 10 min to ensure complete amplification of the target region. From each sample, 5 μl was electrophoresed on a 1% agarose gel and the approximately 750-bp PCR amplicon was subsequently purified using the MSB Spin PCRapace kit (Invitek, Westburg, The Netherlands) followed by a second purification step using PureLink columns (Invitrogen, Breda, The Netherlands). The concentration was checked with a NanoDrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA). A composite sample for pyrosequencing was prepared by pooling 200 ng of these purified PCR products of each sample. The pooled samples were submitted for pyrosequencing of the V3-V4 region of the 16S rRNA gene on the 454 Life Sciences GS FLX platform using Titanium sequencing chemistry at GATC Biotech, Konstanz, Germany.

### 16S rRNA gene sequence analysis

Pyrosequencing data were analysed with a workflow based on QIIME v1.2, as described before [52]. Diversity metrics were calculated as implemented in QIIME v1.2. Hierarchical clustering of samples was performed using UPGMA with weighted UniFrac as a distance measure as implemented in QIIME v1.2. The Ribosomal Database Project classifier version 2.2 was performed for taxonomic classification [53]. The significance of the difference in relative abundance of specific taxa between males and females was calculated using the Mann-Whitney *U* test as implemented in SciPy [54]. Additional data handling was done using in-house developed Python and Perl scripts.

### Statistical analysis

Statistical analysis for the MA and microbiota data are described in the respective sections. Changes in DNA methylation were evaluated with an unpaired *t* test. For all tests, *p* values <0.01 were considered statistically significant.

## Results

### Gene expression in the small intestine and colon of prepubescent mice is sexually dimorphic

To determine differences in gene expression in the intestine between male and female mice, whole-genome expression profiling was performed on the small intestine (SI) and colon of 2-week-old male and female C57BL/6 mice using microarray analysis (MA). 

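Xist, the transcript that coats the inactive X chromosome, lies at 11.58 to 11.70 log2 units in the SI of the 6 females and at 4.95 to 5.29 in that of the 6 males. In the colon the female values run from 11.90 to 12.11, and no male value is above 5.23. Uty, a Y-linked relative of a histone demethylase, lies at 8.78 to 8.95 in the SI of males and at 3.17 to 3.74 in that of females. By these genes each of the 24 arrays carries the sex given for its mouse. The values are the deposited log2 intensities, 1 SI and 1 colon array for each of 12 mice aged 14 days from 3 litters. Transcript clusters assigned to 1 gene were kept, and 9571 genes passed the filters on intensity and interquartile range in both segments. Each difference given in the following text is the female mean minus the male mean. Genes were called within each segment with limma at the unadjusted two-sided 1% threshold of the paper, so 96 of 9571 are expected by chance, and adjusted p values are by Benjamini-Hochberg. For single genes an exact permutation test over all divisions of the 12 mice into 6 and 6 stands beside it, with a smallest p of 0.00216. When a change of 1.2-fold was added to 50 genes, 60% of them passed this threshold in the SI and 44% in the colon. For a 1.5-fold change the shares were 100% and 96%.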

Principal component analysis (PCA) was applied on the top 1,000 most variable genes present in the SI or the colon. 

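Fabp1, a fatty acid carrier of absorptive enterocytes, is higher in the SI than in the colon by 7.86 log2 units over the 12 mice. Ctrb1 and Reg1, which are made by pancreatic acinar cells, are higher in the SI by 7.41 and 7.34. Car1, a carbonic anhydrase of colonocytes, lies on the opposite side with -8.28, followed by 1810065E05Rik with -7.56. Slc6a14, an amino acid transporter, and Cyp2c55, a fatty acid epoxygenase, give -6.22 and -5.96. With limma and a cutoff of adjusted p < 0.05 and at least 2-fold, 841 genes are higher in the SI and 859 in the colon. In the 1000 genes of highest variance, the first component holds 89.0% of the variance (jackknife SE 1.82 over mice). Fabp1, Ctrb1, Reg1, Pnliprp1, Cel and Cpa1 have the largest loadings on its SI side, and all of these except Fabp1 are products of the exocrine pancreas. Car1, 1810065E05Rik and Slc6a14 have the largest on its colon side.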

The results obtained show distinct separation of the samples in two clusters by principal component (PC) 1, accounting for 90.6% of the expression variation. As seen in Figure 1A, one cluster contains the SI and the other cluster the colon samples. In addition, the samples within each cluster are divided by PC2 accounting for 3.3% of the variation, entirely separating the males and females in both intestinal segments.

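Xist has the largest loading on the second component, 0.37, and Uty, Eif2s3y and Kdm5d of the Y chromosome follow with -0.29, -0.29 and -0.22. Behind them come autosomal genes of other cell types. Defa24, an antimicrobial peptide of Paneth cells, loads with -0.12, and the pancreatic enzyme genes Cpb1, Cel, Cela1 and Try10 load with 0.11 each. The component holds 3.58% of the variance (jackknife SE 0.668). Its scores in the SI are -5.45 with an SD of 5.29 in males and 6.15 with an SD of 3.06 in females. In the colon they are -7.20 with an SD of 3.82 and 6.50 with an SD of 6.31. No female score overlaps a male score in either segment (exact permutation p = 0.00216 for each, 6 mice per sex). When only autosomal genes enter, the component no longer separates the sexes in either segment.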

**Figure 1:**
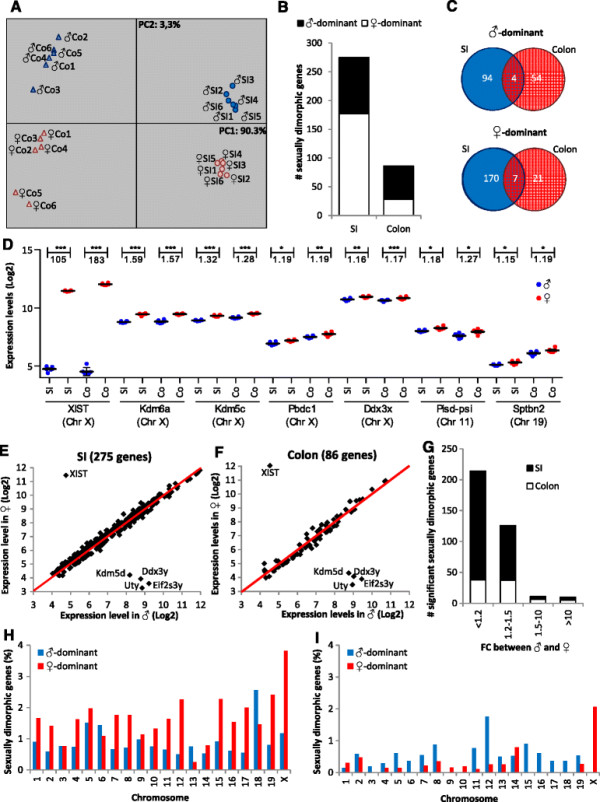
**Sexually dimorphic gene expression in the SI and colon of 2-week-old C57BL/6 mice. (A)** PCA of the top 1,000 most variable genes present in the SI or the colon separates the SI from the colon by PC1 and males from females by PC2. **(B)** In the SI and the colon, 275 and 86 genes displayed significant (*p* < 0.01) sexually dimorphic expression, respectively. **(C)** Four of the significant sexually dimorphic genes revealed male-dominant expression in both the SI and colon while seven genes showed female-dominant expression in both intestinal segments. **(D)** Expression levels of the seven female-dominant genes in the SI and colon in all individual male and female mice. Correlation between male and female expression levels of the **(E)** 275 sexually dimorphic genes in the SI and **(F)** 86 sexually dimorphic genes in the colon. **(G)** The FC difference between males and females is very low for the majority of the sexually dimorphic genes. Chromosomal localization of the sexually dimorphic genes in the **(H)** SI and **(I)** colon relative to the total number of genes localized on each chromosome in the total selection of 10,958 included in the analysis. *p < 0.01, **p < 0.001, ***p < 0.0001.

Next, genes showing significant (*p* < 0.01) sexually dimorphic gene expression were analysed in more detail for each of the two segments of the intestine separately. 

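Slc7a11, an importer of cystine, and Alox5ap, a partner of 5-lipoxygenase, are higher in the SI of females, while Rab42, a small GTPase, and Syndig1, a membrane protein of synapses, are lower. The difference is -0.45 (SE 0.08) for Rab42 and -0.70 (SE 0.13) for Syndig1, with limma adjusted p of 0.0179 and 0.0427. The uncharacterised gene 9830107B12Rik differs by 0.62 (SE 0.09), and like Slc7a11 and Alox5ap it stays below 0.05 after adjustment. Clip4, Eepd1 and Hoxa6, a positional gene, are lower in females by differences of -0.45, -0.43 and -0.34 (SE 0.09, 0.11 and 0.09). Sst, the somatostatin gene, is higher by 0.27 (SE 0.07). For Clip4, Eepd1, Hoxa6 and Sst the exact permutation p lies between 0.00433 and 0.013. These autosomal genes are among 307 that pass the 1% threshold in the SI of 6 females and 6 males, 198 higher in females and 109 higher in males. Without the filter the directions are more even, 293 and 252, and with quantile normalization they are less even, 231 and 80. Of the 307 genes, 289 are autosomal. After adjustment over all genes tested 12 remain, 5 of them autosomal. Without male 1 these numbers are 22 and 15, and without male 3 or female 3 only 2 autosomal genes remain. With the acinar score as a covariate, chosen after the values had been seen, it is 1, and Sst does not pass the 1% threshold (0.22, SE 0.08). The values of the sexes do not overlap for 65 of the 307. In the same samples the 17 genes of the pancreatic acinar list have a median difference of 1.55, and the mean of the list differs by 1.35, but only by 0.72 without male 3.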

Of the total number of 10,958 genes remaining after filtering, 275 genes displayed significant differential expression in the SI including 98 male-dominant and 177 female-dominant genes (see Figure 1B and Additional file 2). In the colon, a smaller number of genes (86) revealed sexually dimorphic expression patterns of which 58 genes demonstrated male-dominant and 28 genes showed female-dominant expression (see Figure 1B and Additional file 3). 

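Npc1l1, the sterol uptake protein of enterocytes, is lower in the colon of females by a difference of -1.40 (SE 0.47). Mogat2, which makes diacylglycerol from absorbed fat, differs by -1.03 (SE 0.34), and Mep1b, a brush-border protease, by -0.93 (SE 0.31). Smcp, C2, a complement protein, and Prdm1, which keeps the enterocyte in its suckling-period state, are also lower, by -1.17, -0.83 and -0.60 (SE 0.39, 0.27 and 0.19). Ceacam10, BC085271 and Gsta4, a glutathione transferase, are higher in females by 0.42, 0.38 and 0.37 (SE 0.13, 0.12 and 0.12). By exact permutation these 9 genes have a p between 0.0108 and 0.0368. In all, 25 genes are higher in females and 89 in males at the 1% threshold, and 99 of these 114 are autosomal. Leaving out 1 mouse moves the count between 62 and 239, and 19 of 100 random divisions of the mice, the real one included, reach 114. After adjustment 7 genes remain in limma, all on the X or Y chromosome, and no autosomal gene does, against 578 genes at unadjusted p < 0.05. Markers of other cell types move with the genes that are higher in males. The 11 mesothelium genes, of which Wt1 passes the 1% threshold, have a median difference of -0.40 (camera adjusted p = 8.6e-06, and 0.398 with an estimated correlation). For the 7 suckling-period enterocyte genes, of which Prdm1 passes, it is also -0.40 (adjusted p = 5.5e-05, and 0.377 with an estimated correlation). In each list 1 gene stays below 0.05 when adjusted over the list alone, and 0 over all genes tested. The 9 colonocyte genes have a median of 0.31 in the other direction (adjusted p = 0.00482, and 0.377 with an estimated correlation), with 0 genes past either adjustment. The mean of the colonocyte list differs by 0.281, but only by 0.165 without male 6. Npc1l1, Mogat2, Mep1b, Smcp, C2 and Prdm1 no longer pass the 1% threshold without females 5 and 6, where 47.6% to 61.0% of their difference is left, or with the suckling-period enterocyte score, to which Prdm1 itself belongs, as a covariate, where 16.1% to 27.3% is left. BC085271 and Gsta4 do not pass under either setting, with 0.40 and 0.34 (SE 0.14 each) without these females and 0.38 and 0.21 (SE 0.15 and 0.13) with the covariate, and Ceacam10 does not pass with the covariate, at 0.41 (SE 0.17). Both settings were chosen after the values had been seen. With litter as a block Npc1l1, Mogat2, Mep1b, Smcp, C2 and Gsta4 keep 94.0% to 99.7% of their difference but do not pass.

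**Figure D1:**
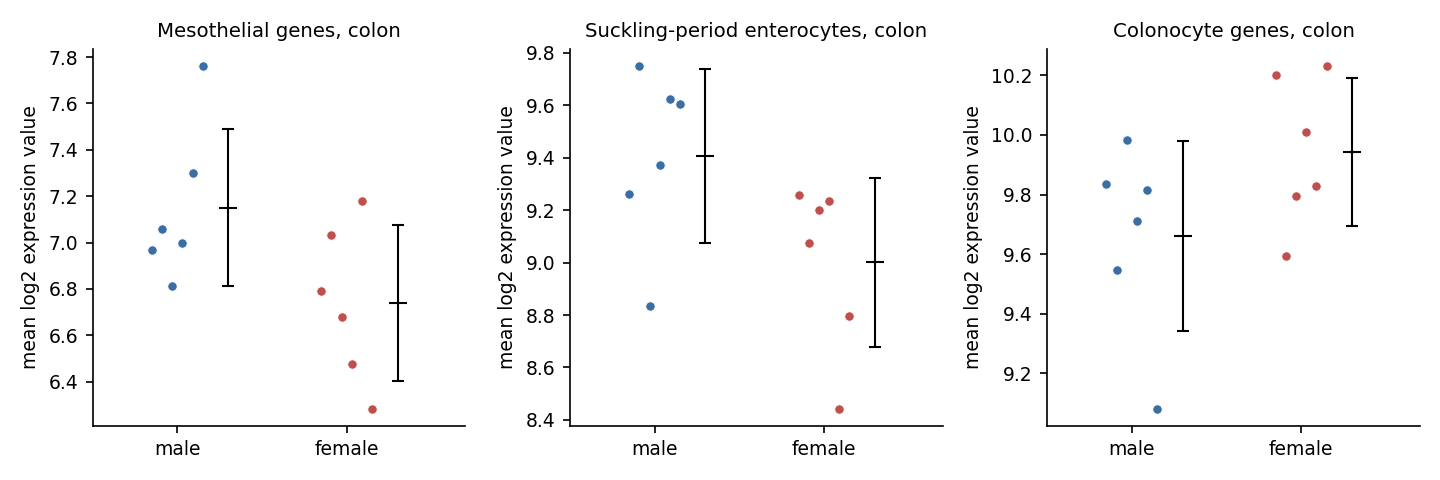
Mean log2 value of the mesothelium, suckling-period enterocyte and colonocyte lists in the colon of each mouse, with mean and SD of 6 males and 6 females.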

Figure 1C shows that in total, seven genes displayed female-dominant expression in the SI as well as in the colon. Five of them are located on the X chromosome and two are autosomal genes. Of these seven genes, only *Xist* displays strong differential expression between the two sexes while for *Kdm6a*, *Kdm5c*, *Pbdc1*, *Ddx3*, *Pisd-psi* and *Sptbn2* more subtle but significant differences were observed (Figure 1D). 

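Kdm6a, an X-linked demethylase of histone H3 lysine 27, is higher in females by 0.67 (SE 0.06) in the SI and by 0.69 (SE 0.07) in the colon. Kdm5c, which demethylates histone H3 lysine 4, differs by 0.42 (SE 0.05) and 0.35 (SE 0.06). Eif2s3x, a subunit of a translation initiation factor, differs by 0.45 (SE 0.06) and 0.53 (SE 0.06). Smaller differences are found for Ddx3x, an RNA helicase (0.23 and 0.22, SE 0.06 each), and for Pbdc1 (0.24 and 0.29, SE 0.07 and 0.08). With Xist, at 89.9-fold and 182-fold over the background in males, in which it is silent, these 6 X-linked genes are the ones higher in females in both segments at the 1% threshold, where 0.517 would be expected for independent lists. No autosomal gene is higher in females in both segments. In limma the adjusted p is 1.8e-06 and 1.6e-04 for Kdm6a, 6.2e-04 and 0.0244 for Kdm5c, and 6.2e-04 and 9.5e-04 for Eif2s3x. For Ddx3x and Pbdc1 it is not below 0.05 in either segment, and their exact permutation p lies between 0.00216 and 0.00866. Pbdc1 does not pass in the SI with the acinar score as a covariate (0.21, SE 0.08). In the colon it does not pass with the suckling-period enterocyte score (0.23, SE 0.09). Both covariates were chosen after the values had been seen. Every female lies above every male for Kdm6a, Kdm5c and Eif2s3x in both segments.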

The four genes displaying male-dominant expression in both segments of the intestine are *Kdm5d*, *Ddx3y*, *Uty* and *Eif2s3y*. All of them are located on the Y chromosome and reveal, as expected, strong differential expression since these genes are not expressed by females. Furthermore, we identified two genes showing significant sexually dimorphic expression in the two segments of the intestine but with an opposite sex effect. 

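Eif2s3y, the Y-linked copy of the translation factor subunit, lies at 9.19 log2 units in the SI of males and at 3.80 in that of females, a difference of -5.39 (SE 0.08). In the colon it differs by -5.44 (SE 0.11). Uty differs by -5.44 (SE 0.10) and -5.37 (SE 0.08), and Kdm5d, the Y-linked copy of Kdm5c, by -4.09 (SE 0.09) and -4.34 (SE 0.12). Uba1y, a copy of the ubiquitin-activating enzyme, is near the lower end of the scale in both sexes, with -0.28 (SE 0.09) and -0.36 (SE 0.08). Over both segments the female values of Uty, Eif2s3y and Kdm5d run from 3.17 to 4.69. Limma gives adjusted p from 1.0e-18 to 9.6e-13 for the 3 genes over both segments. For Uba1y adjusted p is 0.297 in the SI and 0.507 in the colon, and in the SI it does not pass the 1% threshold with litter as a block (-0.28, SE 0.10). When its transcript clusters are averaged, an alternative added later, it passes in neither segment, with -0.12 and -0.16 (SE 0.06 each). No autosomal gene is higher in males in both segments at the 1% threshold.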

*Cabp2* displays female-dominant expression in the SI and male-dominant expression in the colon while for *Gm6581* male-dominant expression was found in the SI and female-dominant expression in the colon. 

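Bhlhe23, a transcription factor gene, is higher in the SI of females by 0.24 (SE 0.07) and lower in their colon by a difference of -0.27 (SE 0.08). It is the 1 gene that passes the 1% threshold in both segments in opposite directions. Cabp2 and Cabp4 code for calcium-binding proteins. Cabp2 is higher in the SI of females by 0.52 (SE 0.18), and its colon difference of -0.12 (SE 0.12) does not pass. In the SI Cabp2 loses the threshold in 14 of 26 settings and falls to 0.26 (SE 0.17) with the acinar score as a covariate, chosen after the values had been seen. Cabp4 differs by 0.33 (SE 0.08) in the SI and by -0.25 (SE 0.09) in the colon, where it misses the threshold. For Bhlhe23 the difference between the sex effects of the segments is 0.51 (limma, adjusted p = 0.0669). The exact permutation p of Bhlhe23 is 0.00649 in each segment, that of Cabp2 in the SI is 0.0433 and that of Cabp4 is 0.00216.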

In total, 349 different genes revealed sexually dimorphic expression in either the SI or the colon.

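Lrrn4, a marker of mesothelium, is lower in the SI of females by a difference of -0.40 (SE 0.13) and in their colon by -0.64 (SE 0.25), but it passes the 1% threshold in the SI alone (exact permutation p = 0.0325 and 0.0606). Such genes of 1 segment make up most of the 410 genes that pass in either segment. Of the 410 genes 387 are autosomal, 19 X-linked and 4 Y-linked. In both segments 11 pass, where 3.66 would be expected for independent lists, and 10 of these 11 are on a sex chromosome. Both segments come from the same mice, so the lists need not be independent. Of 100 random divisions of the mice, the real one included, 2 reach 11 genes (highest other count 24). For autosomal genes 46 of 100 reach the count of 1 (highest other count 20). The 11 become 18 without male 1 or male 5, 20 without female 1 and 19 without the filter. Of the 307 SI genes 185 have the same sign in the colon, and of the 114 colon genes 73 have the same sign in the SI. Among autosomal genes these counts are 169 of 289 and 61 of 99.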

By analysing the sexually dimorphic effects in the SI and colon in more detail, we found that the majority of the changes are relatively subtle in both segments of the intestine (see Figure 1E, F). Evaluation of the fold changes (FC) of all sexually dimorphic genes in either the SI or the colon revealed that, in line with previously reported data in the liver, heart, adipose tissue and brain [19], the majority of the genes showed only small differences (FC <1.2) in gene expression between males and females (Figure 1G). 

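Cuzd1, a zymogen granule gene of the pancreas, shows the largest autosomal difference among these SI genes, 3.14-fold between females and males. Gm5409, Pdia2 and Ppy, which are active in pancreatic tissue, are higher in the SI of females by 1.42, 1.39 and 1.33 log2 units (SE 0.45, 0.47 and 0.38), with an exact permutation p between 0.0325 and 0.0541. Npc1l1, Smcp and Mogat2 reach 2.64-fold, 2.25-fold and 2.05-fold in the colon, higher in males, but without females 5 and 6, a setting chosen after the values had been seen, they differ by -0.69, -0.62 and -0.49 log2 units (SE 0.32, 0.31 and 0.23) and no longer pass. With litter as a block they do not pass either, with 97.4% to 97.9% of the difference kept. In the SI 160 of 307 genes are below 1.2-fold (52.1%, 95% interval 46.5 to 57.6), and the median is 1.19-fold. In the colon 27 of 114 are below 1.2-fold (23.7%, 95% interval 16.8 to 32.3), and the median is 1.26-fold. Above 1.5-fold lie 26 genes in the SI, 21 of them autosomal, and 18 in the colon, 12 of them autosomal. The lists of the paper hold 10 such genes in the SI and 11 in the colon. The gene sets differ, since the paper removed pancreas-specific genes and acinar genes such as Cuzd1 stay in the tests here. The share below 1.2-fold depends on the filter and the model. It is 68.3% in the SI and 47.7% in the colon when no filter is used, 39.5% in the SI with all 24 arrays in one fit, and 15.2% in the colon with litter as a block.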

The number of genes that differed more than 1.5-fold between males and females is very limited.

To analyse the chromosomal distribution of the sexually dimorphic genes, we calculated the chromosomal localization of the sexually dimorphic genes relative to the chromosomal localization of all 10,958 genes included in the analysis. As shown in Figure 1H, I, different distributions were found for the SI and colon, but in both segments, the strongest effects were observed on the sex chromosomes (see Additional file 4).

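Vamp7, a vesicle fusion gene, and Kdm6a, Kdm5c, Eif2s3x, Ddx3x, Pbdc1 and Xist are the X-linked genes that are higher in the colon of females. Vamp7 differs by 0.32 (SE 0.08). AW822252, Armcx6, Gpr50 and Spry3, an inhibitor of receptor tyrosine kinases, are lower in the colon of females, by -0.31, -0.25, -0.66 and -0.28 (SE 0.10, 0.08, 0.22 and 0.08). In the SI, Cybb, Btk, Sh3kbp1 and Magee1 join the 6 genes shared by both segments, and Maob, Pdk3, Prrg3 and Tbc1d8b are lower in females. Cybb and Btk, genes of leukocytes, differ by 0.29 and 0.31 (SE 0.08 and 0.11). Maob, an amine oxidase, and Pdk3, a kinase of pyruvate dehydrogenase, differ by -0.19 and -0.18 (SE 0.06 and 0.05). With litter as a block AW822252 and Armcx6 in the colon and Btk in the SI do not pass, though their differences are 101% to 104% of those given. Gpr50 loses the threshold in 16 of 26 settings and falls to -0.16 (SE 0.15) with the suckling-period enterocyte score as a covariate, and all its female values in the colon, 3.54 to 4.29, lie below an intensity of 20. Spry3, with -0.20 (SE 0.10) with that covariate, and Maob and Pdk3, with -0.19 and -0.16 (SE 0.07 and 0.06) with the acinar score, do not pass there, and both covariates were chosen after the values had been seen. The exact permutation p of Gpr50 is 0.039. For Vamp7, AW822252, Armcx6, Spry3, Cybb, Maob and Pdk3 it lies between 0.00433 and 0.0173. These are 14 of 358 X-linked genes tested in the SI (odds ratio 1.24, adjusted p = 0.929, Fisher's exact test against all other chromosomes) and 11 in the colon (odds ratio 2.80, 95% interval 1.35 to 5.29, adjusted p = 0.037). Without the genes reported to escape inactivation the odds ratio is 0.71 in the SI (adjusted p = 0.916) and 1.28 in the colon (adjusted p = 0.85). Without the filter the colon odds ratio is 1.77 (adjusted p = 0.248). Of 5 Y-linked genes 4 pass in each segment. On chromosome 12, which holds Dlk1, 10 of 335 genes pass in the colon, all higher in males (odds ratio 2.70, adjusted p = 0.0444). Of these 10, 3 (Dlk1, Mir323 and Mir377) lie in the imprinted Dlk1-Dio3 region, which gives 20 of the genes tested. Fisher's test takes genes as independent, so a shared change of this region may be counted several times. Chromosome 11 has only 2 of 779 (odds ratio 0.20, adjusted p = 0.0444).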

In summary, significant changes in gene expression were found in the SI and colon of prepubescent mice, with the highest FC between the sexes observed for genes located on the sex chromosomes.

### Inter-individual variation detected in many genes displaying sexually dimorphic expression

Next, we concentrated our analysis on the genes displaying the most pronounced sexually dimorphic effect in the SI and the colon. The top 25 genes displaying the strongest differential expression are presented in Table 1. The results reveal that, apart from the above-indicated four Y-chromosomal and X-chromosomal *Xist* genes showing strong sex-specific expression in both the SI and the colon, 20 genes are present, exhibiting a FC between 1.40 and 1.75. All these genes are located on autosomal chromosomes except for the X-chromosomal gene *Kdm6a*. 

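Pla2g1b, the pancreatic phospholipase, is higher in the SI of females by 1.25 (SE 0.32), and Cckar, the receptor for cholecystokinin, by 1.12 (SE 0.39). Erp27 and Derl3, which serve protein folding and disposal in secretory cells, differ by 1.03 and 1.00 (SE 0.32 and 0.30). The acinar genes Cuzd1, Bhlha15 and Ctrc differ by 1.65, 0.66 and 0.39 (SE 0.54, 0.21 and 0.13). For these 7 genes the exact permutation p lies between 0.013 and 0.0541. All 17 acinar genes tested lie above 0 in the SI, 4 of them at the 1% threshold (camera adjusted p = 1.6e-10, and 0.398 with an estimated correlation). Below 0.05 are 8 of the 17 when adjusted over the list alone and 0 over all genes tested. The mean of the list is 9.49 with an SD of 1.58 in males and 10.84 with an SD of 0.76 in females (exact permutation p = 0.052, 6 mice per sex). Male 3 has the lowest value, 6.36, and the other males lie at 9.51 to 10.50, so that the difference of 1.35 falls to 0.72 without male 3. With this mean as a covariate, a setting chosen after the values had been seen, Cckar, Erp27, Derl3, Gm5409, Pdia2 and Ppy no longer pass, with 25.5% to 56.7% of the difference left. The same holds for Pla2g1b, Cuzd1, Bhlha15 and Ctrc, but these are part of the mean, which fixes that outcome. Alox5ap, Ccr3, Mmp25, Retnlg and Slc7a11 still pass.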

Interestingly, for a number of these genes (indicated with §), intestinal expression and/or functioning has been described [55]-[59] but until now sexually dimorphic expression has not been reported.

**Table 1:** Top 25 genes displaying the strongest differential expression between males and females in the intestine

**Symbol**	**SI**	**Colon**	**Chr**	**Promoter length**	**Number of CpGs**	**Description**
Eif2s3y	−49.68^♂^	−46.96^♂^	Y	682	21	Eukaryotic translation initiation factor 2, subU 3, str. gene Y-linked
Uty	−48.21^♂^	−44.48^♂^	Y	893	28	Ubiquitously transcribed tetratricopeptide repeat gene, Y chr
Ddx3y	−28.71^♂^	−30.81^♂^	Y	643	23	DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked
Kdm5d	−15.67^♂^	−21.58^♂^	Y	757	30	Lysine (K)-specific demethylase 5D
Upk1b	−1.12^	−1.60^♂^	16	603	11	Uroplakin 1B
Wt1	−1.02^	−1.59^♂^	2	1282	104	Wilms tumour 1 homologue
Syndig1	−1.52^♂^	−1.05^	2	603 + 1,225	3 + 91	Synapse differentiation inducing 1
Nos2	1.09^	−1.41^♂^	11	673	8	Nitric oxide synthase 2, inducible
Rab42	−1.42^♂^	−1.17^	4	783	35	RAB42, member RAS oncogene family
Nts^§^	−1.41^♂^	−1.15^	10	794	6	Neurotensin
Cyp2c66	1.45^♀^	−1.07^	19	613	1	Cytochrome P450, family 2, subfamily c, polypeptide 66
Mmp25	1.43^♀^	1.05^	17	893	36	Matrix metallopeptidase 25
Slc7a11^§^	1.40^♀^	1.05^	3	829	18	Solute carrier family 7, member 11
Nucb2^§^	1.46^♀^	1.07^	7	666	36	Nucleobindin 2
Alox5ap^§^	1.44^♀^	1.13^	5	705	4	Arachidonate 5-lipoxygenase-activating protein
Gm12696	−1.13^	1.41^♀^	4			Predicted gene 12696
Cabp2	1.50^♀^	−1.06^	19	603 + 820	3 + 8	Calcium-binding protein 2
Fkbp11	1.56^♀^	1.09^	15	1041	27	FK506-binding protein 11
Mcpt1	−1.02^	1.54^♀^	14	606	5	Mast cell protease 1
Mcpt2	−1.12^	1.66^♀^	14	601	1	Mast cell protease 2
Dleu2	−1.11^	1.71^♀^	14	798 + 601	84 + 45	Deleted in lymphocytic leukaemia, 2
Ccr3	1.59^♀^	1.50^	9	730	3	Chemokine (C-C motif) receptor 3
Retnl*γ*^§^	1.72^♀^	1.52^	16	638	4	Resistin-like gamma
Kdm6a	1.59^♀^	1.57^♀^	X	693 + 601	51 + 69	Lysine (K)-specific demethylase 6A
Xist	104.49^♀^	182.91^♀^	X	1,065	29	Inactive X-specific transcripts

^♂^Significant ♂-dominant expression FC >1.4.

^♀^Significant ♀-dominant expression FC >1.4.

^FC without a significant sexually dimorphic effect.

^§^Previous studies revealed an intestine-specific function and/or expression of this gene.

By evaluating the expression levels of the top 25 strongest sexually dimorphic genes in the individual mice in more detail, substantial variation in expression between the individual pups within the sex groups was observed. 

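Upk1b, a membrane protein of urothelium and mesothelium, is lower in the colon of females by a difference of -0.70 (SE 0.24), and its values run from 6.46 to 7.62 in males and from 5.46 to 6.99 in females. Dleu2, the host transcript of a microRNA pair, is higher in the colon of females by 0.77 (SE 0.20), and 5 of 6 females lie above every male. Male values of 3.30 to 4.60 lie around the intensity of 20 used as the lower limit, so the size of the difference is uncertain. In the SI it differs by -0.23 (SE 0.08), which does not pass. Fkbp11, a protein-folding enzyme of secretory cells, is higher in the SI of females by 0.49 (SE 0.15), with 4 of 6 females above every male. For Nts, a gut peptide gene, 5 of 6 males lie above every female in the SI. Upk1b misses the 1% threshold, with an exact permutation p of 0.0368, and the exact p is 0.00649 for Dleu2 and 0.026 for Fkbp11. The mesothelium markers Wt1 and Lrrn4 move with Upk1b in the colon. Fkbp11, with 0.31 (SE 0.15), no longer passes with the acinar score as a covariate, and Dleu2, with 0.71 (SE 0.24), with the suckling-period enterocyte score, settings chosen after the values had been seen.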

As seen in Figure 2A, mean expression values of *Upk1b*, *Dleu2*, *Fkbp11* and *Nts* significantly differed between male and female mice, but at an individual level, some of the female mice show the same expression level as a number of the male mice. The results for these genes are in contrast with the genes presented in Figure 1D, where variation between the individual mice of one sex was extremely low. Hierarchical cluster analysis (HCA) of expression levels of the subset of 329 sexually dimorphic genes revealed separate profiles for male and female mice even in the absence of the genes located on the sex chromosomes. This result indicates that, despite the inter-individual variation in expression of the sexually dimorphic genes, male and female mouse pups reveal a clearly distinct expression profile (Figure 2B).

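Dlk1, a growth regulator, and Igf2, a growth factor, are among the 387 autosomal genes that pass the 1% threshold in either segment and by which the mice were clustered. In the colon Dlk1 differs by -0.44 (SE 0.12) and Igf2 by -0.34 (SE 0.11), with an exact permutation p of 0.00866 and 0.0216. Igf2 does not pass without females 5 and 6 (-0.31, SE 0.12), a setting chosen after the values had been seen. By average linkage on these genes, 8 of 12 mice lie on a branch of their own sex, and the smaller branch holds females 5 and 6. Complete linkage places 10 of 12 mice and Ward linkage all 12. With all 9208 autosomal genes, not selected by sex, the number is 7. The genes were chosen by the same comparison of the sexes. When the 12 mice are divided at random and the genes are chosen anew for each division, Ward linkage separates all 12 mice in 39.4% of the divisions and average linkage in 15.2%. The separation of the sexes cannot be told apart from the selection of the genes.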

**Figure 2:**
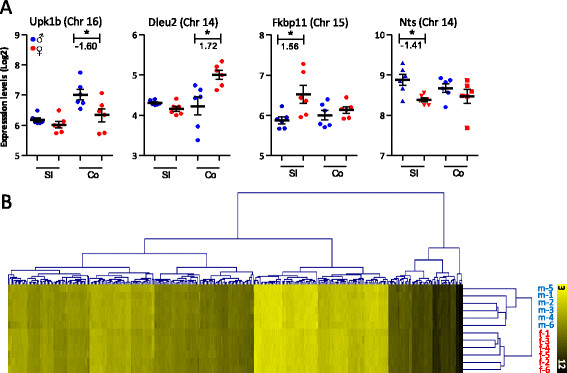
**Inter-individual variation in gene expression within the groups of male and female mice. (A)** Expression levels of *Upkb1*, *Dleu2*, *Fkbp11* and *Nts* in the SI and colon of the individual male and female mice. **(B)** Hierarchical clustering of the expression levels of the subset of 329 sexually dimorphic genes revealed separation of the males and females in two distinct clusters. *p < 0.01.

### Differential gene expression might have functional consequences for normal functioning and disease development between males and females

Ingenuity pathway analysis (IPA) was applied to identify the biological functionality in physiology and disease as well as the functional networks of the sexually dimorphic genes. By analysing the physiological (Bio) functions in-depth, IPA revealed that the sexually dimorphic genes represented various general cellular functions in both the SI and the colon (Table 2). Regarding disease development, IPA revealed that in the SI, genes displaying sexually dimorphic expression were mainly involved in infection and inflammation, whereas in the colon also genes involved in cancer development were found to be differentially regulated (Table 2).

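Ptprc, the common leukocyte surface antigen, is higher in the SI of females by 0.24 (SE 0.08), and Itgb2, an integrin chain of leukocytes, by 0.27 (SE 0.07). Selplg, the ligand of P-selectin, differs by 0.34 (SE 0.08), Rac2 by 0.31 (SE 0.09) and Itgam, an integrin of myeloid cells, by 0.34 (SE 0.08). Laptm5, Itga4 and Arhgap15 differ by 0.23, 0.23 and 0.26 (SE 0.07, 0.06 and 0.09). All 8 have an exact permutation p between 0.00216 and 0.0152. All 26 pan-leukocyte genes tested lie above 0 in the SI, with a median of 0.23, and 13 pass the 1% threshold (camera adjusted p = 1.9e-17, and 0.182 with an estimated correlation). When adjusted over the list alone 19 stay below 0.05, and 0 over all genes tested. The mean of the list is 7.49 with an SD of 0.13 in males and 7.71 with an SD of 0.06 in females (exact permutation p = 0.00433). Ptprc, Btk, Arhgap15, Cd52, Cybb, Ncf4, Pik3cd, Laptm5 and Rac2, with differences of 0.22 to 0.31, no longer pass when the acinar score, which differs in the same samples, is a covariate, a setting chosen after the values had been seen. Their differences are then 0.16 to 0.28, and the list keeps a camera adjusted p of 6.6e-12. With litter as a block Ptprc, Arhgap15, Cd52, Pik3cd, Btk, Cd22, Cd37 and Cxcl1 keep 85.2% to 104% of their difference but do not pass, while the list does (adjusted p = 4.7e-16). Of 7 leukocyte lists 3 are higher in the SI of females, and those of macrophages, of T, NK and innate lymphoid cells and of mast cells are not (adjusted p = 0.547, 0.275 and 0.84). B and plasma cell genes (Cd22 and Cd37, 2 of 11, camera adjusted p = 5.3e-04, and 0.432 with an estimated correlation) are also higher, with 0 past either adjustment. Of 14 mucosal inflammation genes 11 lie above 0 in the SI, and Ccl11 and Cxcl1 pass (adjusted p = 0.0112, and 0.243 with an estimated correlation), with 1 gene past adjustment over the list alone and 0 over all genes tested. Female 6, with a mean of 6.74 for this list, lies apart from the other females at 6.20 to 6.35, and without it the difference of the means falls from 0.15 to 0.07. In the colon 12 of the 14 lie below 0 and 0 pass, with a median of -0.19 (adjusted p = 0.0127, and 0.173 with an estimated correlation) and 0 genes past either adjustment. Colon leukocyte genes show a median of 0.09, and 0 of 26 pass (adjusted p = 0.00102, and 0.666 with an estimated correlation). The mean of this list differs by 0.08 in the colon, by 0.02 without female 4 and by 0.14 without female 6. The paper relates the SI genes to infection and inflammation and the colon genes also to cancer.

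**Figure D2:**
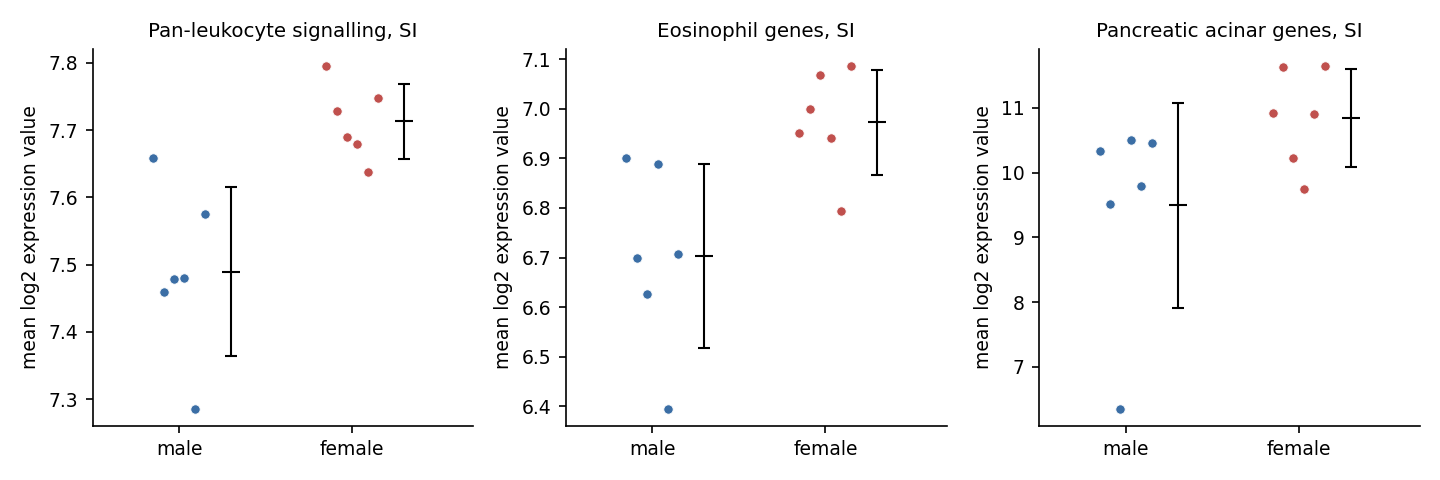
Mean log2 value of the pan-leukocyte, eosinophil and pancreatic acinar lists in the SI of each mouse, with mean and SD of 6 males and 6 females.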

**Table 2:** Top Bio functions and diseases linked to the sexually dimorphic genes

**Bio functions**	***p*** **value**	**#mol**	**Diseases**	***p*** **value**	**#mol**
SI					
Cellular movement	8.04E − 14 to 6.18E − 3	67	Inflammatory response	1.23E − 12 to 6.1E − 3	60
Cellular function and maintenance	5.95E − 11 to 6.1E − 3	68	Hypersensitivity response	7.04E − 8 to 9.51E − 4	24
Cellular compromise	3.84E − 9 to 2.44E − 3	23	Infectious disease	6.11E − 5 to 5.59E − 3	29
Cell signalling	2.01E − 8 to 5.71E − 3	40	Hereditary disorder	1.16E − 4 to 2.78E − 3	6
Molecular transport	2.01E − 8 to 5.71E − 3	62	Inflammatory disease	1.16E − 4 to 3.29E − 3	43
Colon					
Cellular development	1.12E − 4 to 4.19E − 2	19	Haematological disease	6.06E − 4 to 3.36E − 2	11
Cellular growth and proliferation	1.12E − 4 to 4.19E − 2	23	Inflammatory response	1.5E − 3 to 4.19E − 2	12
Cell morphology	1.4E − 4 to 4.31E − 2	17	Cancer	1.57E − 3 to 4.21E − 2	19

*#mol* number of molecules included in the indicated Bio function or disease.

In Table 3 the top networks having *p* scores of at least 25 [60] are presented. The results obtained reveal that in the SI, sexually dimorphic expression is found for different subsets of genes involved in lipid metabolism (network identifier ID-1 and ID-2), genes playing a role in developmental networks (ID-3) and genes involved in “cell-to-cell signalling and interaction, haematological system development and function and immune cell trafficking” (ID-4). In the colon, two top networks with scores of at least 25 were found, one representing genes with a function in “cardiovascular system development and function, organismal development and tissue morphology” (ID-1) and the other one containing genes with a function in “neurological disease, physiological disorders and protein synthesis” (ID-2).

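Cd300ld, a receptor of myeloid cells, and Tifa, an adaptor of the NF-kB pathway, belong to the network listed first for the SI and differ there by 0.38 (SE 0.09) and -0.32 (SE 0.10). Rasgrp4, a mast cell signalling gene, and Nfatc1, a transcription factor, stand in the second and differ by 0.29 and 0.17. Srgn, a proteoglycan of leukocyte granules, P2rx1, an ATP receptor, and Pygl, which releases glucose from glycogen, are higher in females by 0.27, 0.26 and 0.26. Egf, a growth factor, is higher by 0.37, and Bmp7, a bone morphogenetic protein, is lower by -0.20. In the colon, Npr3, a natriuretic peptide receptor, and Map3k8, a kinase of inflammatory signalling, are lower in females by -0.44 and -0.27. Exact permutation p values of these genes lie between 0.00216 and 0.0281. The 4 SI networks have 10 of 18, 11 of 15, 9 of 15 and 8 of 14 tested genes past the 1% threshold in the direction given by the study. For the colon networks it is 7 of 12 and 3 of 11, and Cwc22 has the opposite sign. These genes were listed because they differed in the same mice, so the counts are not independent evidence. Acinar and leukocyte markers move with the genes that are higher in the SI of females, and mesothelium markers with those that are lower in the colon of females.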

**Table 3:** Top networks of sexually dimorphic genes

**ID**	**Top networks**	**mol/score**^**a**^
SI ♂ vs ♀		
1	Lipid metabolism, small-molecule biochemistry, vitamin and mineral metabolism	24/41
	ABCG1♀,ALDH1A3♀,ALS2CR12♂,CD300LD♀,CLN8♂,COX6B2♂,CTRC♀,CYP1B1♂,CYP2C19♀,CYP4B1♀,HCK♀,HDAC11♀,	
	mir-181♀,MYBL1♂,MYBL2♀,NCAM2♂,PREX1♀,S100A1♂,SELPLG♀,SH3BP1♀,SLC46A3♂,TIFA♂,TOLLIP♂,UBA3♂	
2	Lipid metabolism, small-molecule biochemistry, haematological system development and function	18/28
	ACER3♂,ASAH1♂,BTK♀,CD22♀,LAPTM5♀,NFATC1♀,P2RX7♀,PIK3AP1♀,PIK3CD♀,PLA2G7♀,PLA2G7♀,PLA2G10♀,	
	PLCG2♀,PLD2♀,PRR7♀,RASGRP4♀,TNR♂,VPS45♂	
3	Haematological system development and function, tissue development, cellular movement	17/26
	AHR♀,CCL11♀,GNPDA1♂,HCLS1♀,IL15♂,KDM5D♂,KDM6A♀,LAMP1♂,MBD1♂,MZB1♀,P2RX1♀,PLCB2♀,PYGL♀,	
	RAC2♀,SRGN♀,TRIM5♂,Uty♂	
4	Cell-to-cell signalling and interaction, haematological system development and function, immune cell trafficking	17/26
	BET1♂,BMP7♂,Ceacam1/Ceacam2♂,DLL4♀,EGF♀,ETS1♀,FXYD5♀,HMGCS1♂,mir-148♂,MMP10♀,PARVG♀,	
	RUNX3♀,SAMHD1♀,SH3KBP1♀,SH3PXD2B♂,STAP1♀,TRAM2♂	
Colon ♂ vs ♀		
1	Cardiovascular system development and function, organismal development, tissue morphology	20/44
	CABP4♂,DDX3X♀,Dleu2♀,DLK1♂,ITGA2B♂,KLK3♀,MAP3K8♂,mir-10♂,mir-181♂,MTCH2♀,NOS2♂,NPR3♂,	
	PDGMC♂,PRKCZ♂,PRX♂,STX6♂,SYT9♂,TNMRSM19♂,TNMRSM11B♂,WT1♂	
2	Neurological disease, psychological disorders, protein synthesis	16/33
	BIVm♀,CWC22♀,EIF2S3♂,FUNDC2♀,KDM6A♀,KRT75♂,MED29♂,mir-134♂,PBDC1♀,REEP1♂,RRP12♂,SPTBN2♀,	
	STAG3♂,SURF6♀,Uty♂,WDR44♀	

Networks with *p* scores ≥25 are presented.

*♂* genes displaying ♂-dominant expression, *♀* genes displaying ♀-dominant expression.

^a^Focus molecules/score.

### Epigenetic mechanisms might contribute to differential expression of sexually dimorphic genes

By analysing the total subset of 349 sexually dimorphic genes in more detail, we identified 9 genes exhibiting a function in epigenetic processes (see Table 4). 

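Piwil4, of the piRNA pathway, is higher in the SI of females by 0.22 (SE 0.07; exact permutation p = 0.00649). Bcorl1, a transcriptional corepressor, and Hdac11, a histone deacetylase, are higher there by 0.17 each (SE 0.06 and 0.07), and Mbd1 is lower by -0.15 (SE 0.06). These 3 genes miss the 1% threshold, with exact permutation p of 0.00866, 0.0368 and 0.0303. In the colon Hdac11 differs by -0.24 (SE 0.10), which also misses it. Phf20, which reads methylated histones, lies at 7.80 in the colon of males (SD 0.05) and at 7.61 in that of females (SD 0.10), a difference of -0.19 (exact permutation p = 0.00433). Its interquartile range is too low in the SI for it to be tested in the fit. Gadd45a, which takes part in DNA demethylation, is lower in the colon of females by -0.30 (SE 0.09; exact permutation p = 0.0195). Piwil4 does not pass with the acinar score as a covariate (0.18, SE 0.08), nor Gadd45a without females 5 and 6 (-0.25, SE 0.10), settings chosen after the values had been seen. Of 8 histone demethylase genes 4 pass in each segment, and these are Kdm6a, Kdm5c, Uty and Kdm5d (camera adjusted p = 0.206 in the SI and 0.12 in the colon). Of histone acetyltransferases, deacetylases and methyltransferases, with 3, 6 and 3 genes tested, 0 pass in either segment. Of 7 DNA methylation genes 0 pass in the SI and 1, Gadd45a, in the colon.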

Interestingly, apart from *Mbd1*, which is known for its binding to methylated DNA, all genes have histone-modifying activity. It can be speculated that the sexually dimorphic expression of these histone modifiers might contribute to the differential expression of a subset of the other sexually dimorphic genes. Since the amount of intestinal tissue of 2-week-old mouse pups is very limited and all available material was used for RNA and DNA isolation, we were not able to examine histone modifications in the SI and colon tissue in more detail. Since we could not measure histone modifications, we analysed DNA methylation as a surrogate marker of epigenetic regulation. DNA methylation has been shown to be involved in silencing of genes located on one of the two X chromosomes in somatic cells [61]. We measured DNA methylation by applying pyrosequencing on the promoter regions of a number of X-chromosomal genes. The results presented in Figure 3A, B clearly show significantly enhanced methylation for all four CpGs analysed in the promoter of the *Fundc2* promoter and for part of the five CpGs analysed in the *Ddx3x* promoter of female mouse pups. We used the top 25 of sexually dimorphic genes to evaluate the presence of promoter methylation as a potential regulator of differential expression between the sexes. The promoter regions of the genes were identified by applying Genomatix analysis, and the CpG content of each promoter was determined. As shown in Table 1, strong differences in the number of CpGs present in the different promoters were found, varying from a few CpG dinucleotides (i.e. *Cyp2c66*, *Alox5ap*, *Cabp2*, *Mcpt1*, *Mcpt2*) to very CpG dense promoter regions (i.e. *WT1*, *Syndig1*, *Dleu2*, *Kdm6a*). Pyrosequencing analysis revealed no differential methylation between males and females in any of the CpG sites studied that are present in the promoter region of *Cyp2C66*, *Alox5ap*, *Ccr3*, *Mcpt1*, *Retnlγ* and *Nts*, representing a subset of genes containing a relative low CpG content (see Figure 3C–H and Additional file 5).

**Table 4:** Genes displaying sexually dimorphic expression and exhibiting a role in epigenetic processes

**Symbol**	**FC-SI**	**FC-Colon**	**Description**	**Chr**	**Epigenetic activity**
Mbd1	−1.13^♂^	−1.03	Methyl-CpG-binding domain protein 1	18	Binding to methylated DNA
Phf20	1.02	−1.14^♂^	PHD finger protein 20	2	Histone acetylation
Uty	−48.21^♂^	−44.48^♂^	Ubiqu. transcribed tetratricopeptide repeat gene, Y chr	Y	Histone demethylation
Kdm5d	−15.67^♂^	−21.58^♂^	Lysine (K)-specific demethylase 5D	Y	Histone demethylation
Kdm6a	1.59^♀^	1.57^♀^	Lysine (K)-specific demethylase 6A	X	Histone demethylation
Kdm5c	1.32^♀^	1.28^♀^	Lysine (K)-specific demethylase 5C	X	Histone demethylation
Bcorl1	1.15^♀^	1.04	BCL6 co-repressor-like 1	X	Associates with HDAC activity
Hdac11	1.14^♀^	−1.11	Histone deacetylase 11	6	Histone deacetylation
Piwil4	1.17^♀^	−1.03	Piwi-like RNA-mediated gene silencing 4	9	Histone methylation

^♂^Significant ♂-dominant expression; ^♀^significant ♀-dominant expression.

**Figure 3:**
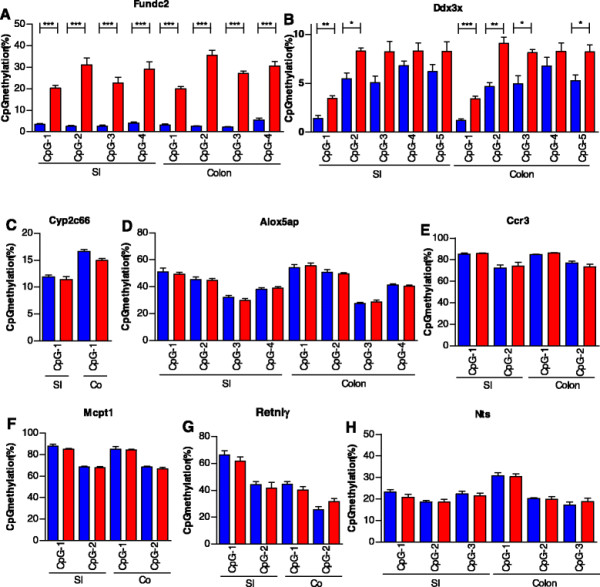
**DNA methylation analysis of the promoter regions of genes displaying sexually dimorphic expression.** Significant differential methylation was found in the promoter region of two X-chromosomal genes: **(A)***Funcd2* and **(B)***Ddx3x*. No differential CpG methylation was found in the promoter region of the autosomal genes **(C)***Cyp2c66*, **(D)***Alox5ap*, **(E)***Ccr3*, **(F)***Mcpt1*, **(G)***Retnlγ* and **(H)***Nts*, all displaying significant sexually dimorphic expression with a FC difference >1.4 between males and females. Blue bars: males; red bars: females. *p < 0.01, **p < 0.001, ***p < 0.0001.

In summary, our data suggest potential involvement of mediators of histone modification in the regulation of sexually dimorphic effects, but we did not detect significant changes in CpG methylation in the promoter regions of a small subset of the top 25 sexually dimorphic genes between the two sexes.

### No sex effect on bacterial community compositions of the colon

To evaluate the intestinal microbiota composition of the 2-week-old pups, deep sequencing of the 16S rRNA gene was applied on colonic luminal content collected from the mice. As seen in Figure 4A, the colon lumen of both male and female mice is predominantly colonized by Bacteroidetes and Firmicutes and, in addition, very small fractions of Actinobacteria and Proteobacteria were measured. Evaluating the families colonizing the colon of the 2-week-old suckling mice revealed the presence of a variety of families in the colon lumen. The results presented in Figure 4B showed that hierarchical clustering using weighted UniFrac as a distance measure separates the samples of all 15 mice included in the analysis into two major clusters, but it did not separate the males from the females. Redundancy analysis (RDA) revealed that the three litter origins in which the mice were nursed during the 2 weeks of their life have a dominant and highly significant effect on microbiota composition. This effect is visualized in the RDA plot presented in Figure 4C showing a clear separation in microbiota composition of the mice of the three litters whereby gender was included as a covariant. Multivariate statistics taking litter origin into account as a covariant showed a trend for sex effect on microbiota composition (Figure 4D), but this effect was not significant (*p* > 0.01). Beta-diversity metrics calculated from the three different litters (Figure 4E) further confirmed the observation that litter but not sex (Figure 4F) has a strong effect on bacterial community compositions. Interestingly, for males, one specific operational taxonomic unit (OTU610 classified as *Syntrophococcus*) was identified as the most unique taxon associated with males (Figure 4G), which was confirmed by random forest analysis identifying it as the strongest predictor for males (see Additional file 6). Follow-up studies containing a larger sample size and isolated at different time points are required to validate and further explore this result.

**Figure 4:**
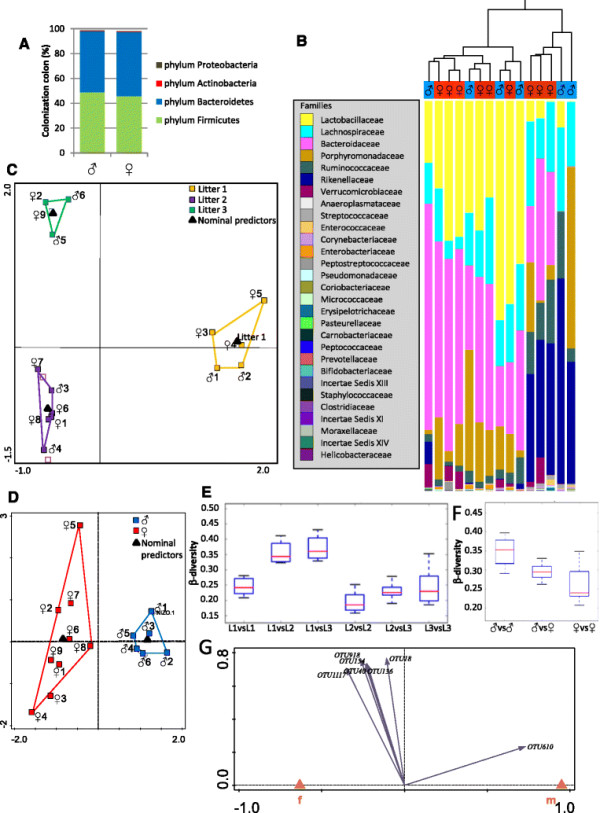
**Microbiota composition analysis of the colonic luminal content revealed no significant differences between male and female prepubescent mice. (A)** Bacteriodetes and Firmicutes dominate the colon lumen in 2-week-old male and female pups. **(B)** Hierarchical clustering using weighted UniFrac as a distance measure of the male and female mouse pups revealed no clustering of the sexes. **(C)** RDA plots show microbiota differences based on litter origin, but **(D)** only marginal and not significant differences were found between male and female mice. Boxplot diagrams of the beta-diversity showed **(E)** a more distinct difference of the mice of litter 1 compared to litters 2 and 3 but **(F)** no significant differences between males and females. **(G)** OTU610 (classified as *Syntrophococcus*) was identified to being most uniquely associated and hence predictive for the male sex.

Taken together, our data reveal that litter origin has the strongest impact on bacterial community composition and no significant effect of gender was observed. However, we cannot exclude that sex has an effect on the dominance of specific taxa.

## Discussion

### Sex-specific functionality and susceptibility to disease development of the intestine

By applying MA analysis, we identified sexually dimorphic genes in both segments of the intestine of prepubescent C57BL/6 mice, with the most abundant effect observed in the SI. 

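The gene 9830107B12Rik is higher in the SI of females but differs by -0.06 in the colon, so its sex effect differs between the segments by 0.69 (SE 0.10). For Xist the difference between segments is -1.02 (SE 0.15), but males, in which the gene is silent, lie at 5.13 in the SI and 4.49 in the colon, and this shift in background enters the difference. These are the 2 genes with adjusted p < 0.05 in the limma test of the sex effect in the SI against that in the colon (adjusted p = 0.0197 each). Bhlhe23, with 0.51, Slc7a11, with 0.62, and Dleu2, with -0.997, come next (adjusted p = 0.0669, 0.0669 and 0.0962). With litter as a block only 1 gene has an adjusted p < 0.05. The same count is found in fits of all 24 arrays with and without the mouse as a block. At the unadjusted 1% threshold the test finds 156 genes, where 96 are expected, and 10 of 100 random divisions of the mice, the real one included, reach this count (highest other count 278). Power is limited, since a 1.2-fold difference in effect passes the 1% threshold for 38% of simulated genes and a 2-fold difference for 100%. At that threshold the SI has 307 genes and the colon 114, with litter as a block 284 and 79, and without a filter 545 and 199. With all 24 arrays in one fit the SI gives 185 and the colon 297. That fit pools the spread of SI and colon, so its counts do not rank the segments. When male 3 is left out, the SI has 234 genes and the colon 239. The paper states that the effect is most abundant in the SI.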

The vast majority of genes displayed only small expression differences between males and females. This effect is in line with previously reported sexually dimorphic effects found in adult liver, brain, muscle and adipose tissue of 334 mice [19]. A small subset of genes displayed more pronounced sexually dimorphic effects including *Nts*, *Nucb2*, *Slc7a11*, *Alox5ap* and *Retnlγ*, which are genes that have previously been linked to intestinal expression and/or functioning. 

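Nts, the neurotensin gene of enteroendocrine N cells, lies at 8.95 in the SI of males (SD 0.32) and at 8.48 in that of females (SD 0.13). The difference is -0.47 (SE 0.12), or 1.38-fold. In the colon it is -0.20 (SE 0.18) and does not pass. Ttr, a carrier of thyroid hormone and retinol, is lower in the SI of females by -0.39 (SE 0.09; exact permutation p = 0.00649). For Nts the exact permutation p is 0.0108 in the SI and 0.398 in the colon, and the limma adjusted p in the SI is 0.181. The 7 genes of the distal SI, Nts among them, all lie below 0 in females, with a median of -0.14 (camera adjusted p = 0.0125, and 0.432 with an estimated correlation). Of these, 1 stays below 0.05 when adjusted over the list alone and 0 over all genes tested. Of 16 enteroendocrine genes only Nts and Sst pass in the SI, in opposite directions.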

Our results reveal male-dominant expression of *Nts*, a gene expressed by the enteroendocrine N cells in the intestine. The 13-amino acid gene product is excreted and serves multiple functions including stimulating pancreas and biliary secretion [62],[63] and affecting gastric, SI and colonic motility [59],[64]. *Nucb2*, which displays female-dominant expression in the SI, is expressed at different positions of the gastrointestinal system including the duodenum [65]. 

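Nucb2, the precursor of the satiety peptide nesfatin-1, lies at 7.69 in the SI of males (SD 0.23) and at 8.24 in that of females (SD 0.37), with 5 of 6 females above every male. The difference is 0.55, or 1.47-fold (exact permutation p = 0.00433). In the colon it is 0.08 (exact permutation p = 0.242). Nucb2 was not tested in the fit, because its interquartile range in the colon is below the filter. The acinar genes move in the same SI samples.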

Nefstatin-1 is the 82-amino acid excreted peptide derived from *Nucb2* and has been shown to play a role in food intake regulation by inducing an anorexic signal in the hypothalamus [66]. *Slc7a11* mediates the transfer of amino acids over the cellular membrane, and its expression in the intestine has been described before [56]. Our study revealed female-dominant expression of *Slc7a11* in the SI of the prepubescent mice. 

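Slc7a11, the cystine importer that feeds glutathione synthesis, lies at 4.78 in the SI of males (SD 0.24) and at 5.40 in that of females (SD 0.07). Every female lies above every male. The difference is 0.62 (SE 0.09), or 1.54-fold, with a limma adjusted p of 0.0046. In the colon the means are 4.52 and 4.51 and the exact permutation p is 0.983. The SI values lie close to the intensity of 20 used as the lower limit.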

*Alox5ap* is involved in the synthesis of leukotrienes which are lipid-signalling molecules derived from arachidonic acid and showed higher expression in the SI of female mice. 

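Alox5ap lies at 7.24 in the SI of males (SD 0.22) and at 7.74 in that of females (SD 0.10), and no value overlaps. The difference is 0.49 (SE 0.09; limma adjusted p = 0.0276), and in the colon it is 0.08 (SE 0.12). Alox5, the lipoxygenase that Alox5ap serves, is higher in the SI of females by 0.43 (SE 0.11; exact permutation p = 0.0108). Cyp4f18, which inactivates leukotriene B4, is higher by 0.48 (SE 0.12; exact permutation p = 0.00649). These 3 of 10 leukotriene genes pass the 1% threshold in the SI (camera adjusted p = 0.0147, and 0.173 with an estimated correlation). All 3 stay below 0.05 when adjusted over the list alone and 1 over all genes tested. In the colon 0 of 10 pass (adjusted p = 0.895). Alox5 does not pass with the acinar score as a covariate (0.31, SE 0.12), chosen after the values had been seen. Leukocyte and eosinophil markers move with these genes in the SI.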

Leukotrienes are known to initiate and amplify inflammation, and expression of *Alox5ap* in intestinal cells has previously been reported [57]. Finally, *Retnlγ* has been reported to be expressed in the intestine and has been suggested to play a role in intestinal tract-mediated regulation of insulin sensitivity [67] and in inflammatory processes [68]. 

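Retnlg, a resistin-like secreted protein of bone marrow and neutrophils, lies at 7.85 in the SI of males (SD 0.44) and at 8.65 in that of females (SD 0.22). The difference is 0.79 (SE 0.16), or 1.73-fold, and every female lies above every male (exact permutation p = 0.00216). In the colon the difference is 0.53 (SE 0.31; exact permutation p = 0.162), where male 5, at 4.79, lies below the other males at 6.32 to 7.07. Among 6 neutrophil genes only Retnlg passes the 1% threshold in the SI (camera adjusted p = 0.104). The limma adjusted p of Retnlg in the SI is 0.0634.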

*Retnlγ* showed significant female-dominant expression in the SI of the 2-week-old mice. In addition, the list of genes revealing more subtle changes in gene expression between males and females included additional transporters and genes involved in lipid metabolism. 

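Cyp3a11, a steroid and drug oxidase, is higher in the SI of females by 1.09 (SE 0.22), or 2.13-fold. Cyp3a25 and Cyp4b1, of the same superfamily, differ by 0.27 (SE 0.07) and 0.42 (SE 0.11), and Cyp2c66, a fatty acid epoxygenase, by 0.47 (SE 0.16). Cyp1b1 is lower in females by -0.32 (SE 0.09), but a second transcript cluster of the gene differs in direction. When its clusters are averaged, an alternative added later, Cyp1b1 differs by -0.15 (SE 0.08) and does not pass. Pla2g7 and Pla2g10, phospholipases, are higher by 0.22 and 0.20 (SE 0.07 and 0.06), and Acer3, a ceramidase, is lower by -0.22 (SE 0.08). Among transporters, Slc37a2 is higher in the SI of females by 0.31 (SE 0.10) and Slc46a3, a lysosomal carrier, lower by -0.21. Pla2g7 and Slc37a2, with 0.19 and 0.29 (SE 0.07 and 0.11), do not pass with litter as a block. Cyp2c66, Pla2g10 and Slc37a2, with 0.25, 0.15 and 0.21 (SE 0.16, 0.08 and 0.11), do not pass with the acinar score as a covariate, chosen after the values had been seen. Of 15 cytochrome P450 genes 6 pass the 1% threshold in the SI and 0 in the colon (camera adjusted p = 0.0976 and 0.474). For phospholipid and sphingolipid enzymes it is 3 of 15 and 0 of 15 (adjusted p = 0.963 and 0.46). The exact permutation p of Cyp3a11 is 0.00433 and that of Cyp2c66 is 0.0541. For the other genes given here it lies between 0.00216 and 0.0455.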

In conclusion, our results indicate that sexually dimorphic expression of genes might induce distinct functioning of both segments of the intestine in males and females.

The results obtained by IPA carried out on the significantly differentially expressed genes imply that also disease development might be regulated differently between the two sexes. Predominantly, genes involved in infectious disease and inflammatory processes were differentially expressed between the two sexes and—again—this effect was most pronounced in the SI. In addition, the top 25 list of genes exhibiting the most pronounced sexually dimorphic expression in either the SI or colon included four genes (*Nos2*, *Mcpt1*, *Mcpt2*, *Ccr3*) that carry out functions in immune response and inflammation. 

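Ccr3, the eotaxin receptor of eosinophils, lies at 6.78 in the SI of males (SD 0.38) and at 7.39 in that of females (SD 0.18), a difference of 0.60 (SE 0.14) without overlap. Alox15, a lipoxygenase of eosinophils, and Siglecf, their surface lectin, are higher by 0.57 (SE 0.14) and 0.25 (SE 0.08). Mcpt2 and Mcpt1, proteases of mucosal mast cells, are higher in the colon of females by 0.71 (SE 0.17) and 0.61 (SE 0.18). In the SI they differ by -0.14 (SE 0.19) and 0.03 (SE 0.15). Nos2, the inducible nitric oxide synthase, lies at 6.06 in the colon of males (SD 0.41) and at 5.58 in that of females (SD 0.13), and was not tested in the fit because its interquartile range in the SI is below the filter. All 6 eosinophil genes lie above 0 in the SI, and 3 pass the 1% threshold (camera adjusted p = 0.00429, and 0.355 with an estimated correlation). These 3 stay below 0.05 when adjusted over the list alone and 0 over all genes tested. The mean of the list differs by 0.27 (exact permutation p = 0.0108). Of 7 mast cell genes Mcpt1 and Mcpt2 pass in the colon (adjusted p = 0.0609). The exact permutation p is 0.00433 for Mcpt2, 0.013 for Mcpt1, 0.0346 for Nos2, 0.00649 for Alox15 and 0.0281 for Siglecf. Siglecf does not pass with litter as a block (0.22, SE 0.08). Nor does it pass with the acinar score as a covariate (0.18, SE 0.09), chosen after the values had been seen. The acinar genes are also higher in the SI of females, but Ccr3 and Alox15 still pass the 1% threshold with that covariate.

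**Figure D3:**
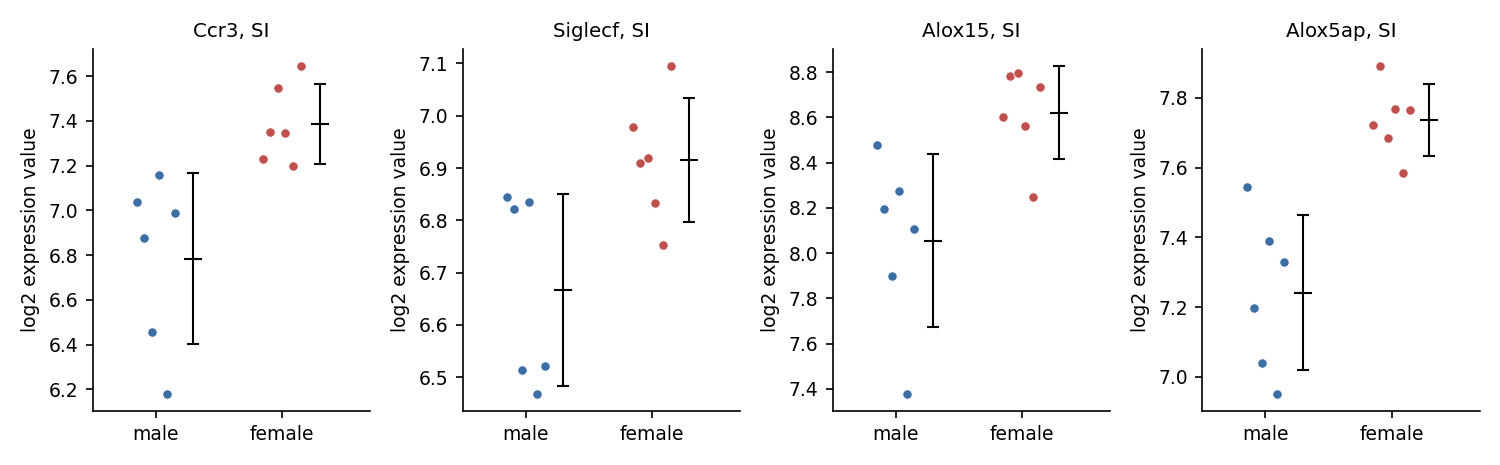
Log2 values of Ccr3, Siglecf, Alox15 and Alox5ap in the SI of each mouse, with mean and SD of 6 males and 6 females.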

In humans, one of the most frequently occurring diseases of the intestine is inflammatory bowel disease (IBD), which includes two chronic diseases that cause intestinal inflammation: Crohn’s disease and ulcerative colitis (UC). Both are multifactorial disorders and factors playing a causal role in disease development are genetic predisposition, the intestinal microbiota, the immune system and environmental factors—in particular nutrition [69]-[71]. There is currently no consensus regarding the effect of sex on disease development of both Crohn’s disease and UC. While some of the epidemiological studies did observe sexually dimorphic effects, other studies did not [72]. Interestingly however, several of the identified sexually dimorphic genes containing a function in inflammatory processes have previously been linked to IBD including *Ccr3*[73], *Ccl11*[74], *Ncf1*[75] and *Tnfr*[76]. 

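Ccl11, the chemokine that attracts cells with Ccr3, lies at 9.67 in the SI of males (SD 0.09) and at 9.92 in that of females (SD 0.07), a difference of 0.25 (SE 0.05) without overlap. Ncf1, a subunit of the phagocyte oxidase, is higher by 0.45 (SE 0.09), and 4 of 6 females lie above every male. In the colon both differ little, by -0.05 (SE 0.19) and 0.03 (SE 0.10). Tnfrsf11b, a decoy receptor for a TNF family ligand, is lower in the colon of females by -0.38 (SE 0.10), which does not pass with the suckling-period enterocyte score as a covariate chosen after the values had been seen (-0.34, SE 0.12), and Tnfrsf19, a TNF receptor family member of crypts, by -0.27 (SE 0.09), which misses the 1% threshold. The limma adjusted p is 0.0909 for Ccl11 and for Ncf1. The exact permutation p is 0.00433 for Tnfrsf11b and 0.0195 for Tnfrsf19. Ncf4, a further oxidase subunit, is higher in the SI of females by 0.27 (SE 0.09; exact permutation p = 0.0173), together with the leukocyte genes.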

Apart from genes playing a role in immune response and inflammation, we identified cancer-relevant genes in the colon showing sex-differential expression using IPA. Furthermore, the top 25 of most differentially expressed genes includes two genes that have previously been linked to colorectal cancer: *Mmp25*[77] and *WT1*[78]. 

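Mmp25, a membrane-bound matrix protease of leukocytes, lies at 6.52 in the SI of males (SD 0.23) and at 7.02 in that of females (SD 0.17), a difference of 0.51 (SE 0.10) without overlap. In the colon the difference is 0.12 (SE 0.10). Wt1, a transcription factor of mesothelium, lies at 6.57 in the colon of males (SD 0.41) and at 5.95 in that of females (SD 0.33), a difference of -0.61 (SE 0.18). The limma adjusted p is 0.0722 for Mmp25, and the exact permutation p is 0.0108 for Wt1. Leukocyte markers move with Mmp25 in the SI and further mesothelium markers with Wt1 in the colon. Without females 5 and 6, a setting chosen after the values had been seen, Wt1 misses the 1% threshold with 4 females left, but the difference stays at -0.58 (SE 0.20). Wt1 also misses it with the suckling-period enterocyte score as a covariate, likewise chosen later, at -0.60 (SE 0.23).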

Taken together, our data reveal that genes involved in disease development of the intestine in adults show differential expression between the sexes. It should be taken into account that in this study, we analysed prepubescent mice. Samples collected at other ages, as well as human samples, are required to further explore the molecular mechanisms that might be responsible for differences in intestinal disease development between males and females.

### Inter-individual variation within the sexes

Even though the results of the MA analysis revealed significant sex differences for the expression of numerous genes, most fold changes are relatively low. It might be anticipated that, when a larger sample number would have been analysed, the number of genes revealing significant sexually dimorphic expression might have been higher. Contributing to the relatively low fold changes, we found substantial inter-individual variation between the individual mice within one sex, especially for a subset of genes displaying stronger expression differences between males and females (FC 1.4–1.75). Although C57BL/6 is an inbred mouse strain, strong phenotypic variations between male mice at different ages in response to exposure to a high-fat [79] or medium-fat (Rusli et al.: A weekly alternating diet between caloric restriction and medium-fat protects the liver from development of NAFLD in middle-aged C57BL/6J mice, submitted) diet have been described previously by us. Nonetheless, hierarchical clustering of the significantly differentially expressed genes—after exclusion of genes located on the sex chromosomes—still separated the male and female mice in two distinct groups. This result indicates that male and female expression profiles of the sexually dimorphic genes are distinct. This effect is independent of the variation in expression within the two sexes and is detectable even in the absence of sex-linked genes. Studies including larger numbers of mice are required to evaluate inter-individual variation of the sexually dimorphic genes in more detail.

### Sexually dimorphic effects pre- and post-puberty

In our study, we analysed sexually dimorphic effects in the intestine of prepubescent mice and found that in these 2-week-old mice pups, already substantial changes in gene expression were detectable in particular in the SI. We have previously reported physiological and molecular differences in the liver between the two sexes of these young mice in response to maternal exposure to a Western-style diet [43]. By comparing the significantly sexually dimorphic genes between the intestine and the liver, we found that most of the genes displaying differential expression between the sexes in the two segments of the intestine were also found in the liver. However, overall the overlap in genes displaying significant sexually dimorphic expression between the liver and the intestine was very low (Additional file 7). By comparing differential expression of male and female adult mice in different tissues, Yang and colleagues observed high tissue specificity for the sexually dimorphic genes in the liver, brain, adipose tissue and muscle [19]. By analysing the common functional categories of the sexually dimorphic genes, they found that only steroid and lipid metabolism were shared between the different tissues. Interestingly, we also found differential expression of genes contributing to lipid networks in the SI. 

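Idi1, Cyp51 and Sqle, enzymes of cholesterol synthesis, are lower in the SI of females by -0.26, -0.25 and -0.21 (SE 0.08, 0.09 and 0.07), with an exact permutation p between 0.0195 and 0.0325. All 15 genes of the pathway that were tested lie below 0, with a median of -0.16 (camera adjusted p = 6.9e-07, and 0.377 with an estimated correlation). Of these, 4 stay below 0.05 when adjusted over the list alone and 0 over all genes tested. The mean of the list differs by -0.15 (exact permutation p = 0.0584). Srebf1, which drives fatty acid synthesis, is higher by 0.21 (SE 0.06; exact permutation p = 0.00216), and it is the 1 gene of 10 in its list that passes the 1% threshold in the SI (camera adjusted p = 0.104). Of 7 fatty acid oxidation genes 0 pass in either segment (adjusted p = 0.963 in the SI and 0.46 in the colon). In the colon 0 of 15 cholesterol genes pass (adjusted p = 0.533). Idi1, Cyp51, Sqle and Srebf1 no longer pass when the acinar score, which differs in the same samples, is a covariate, a setting chosen after the values had been seen. Their differences are then -0.22, -0.18, -0.17 and 0.20, and the cholesterol list keeps a camera adjusted p of 2.5e-04. Sqle does not pass with litter as a block (-0.19, SE 0.06).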

The reason why we did not observe an effect in steroid metabolism might be due to the fact that this study has been carried out in 2-week-old pups when hormonal differences between the sexes are still extremely low. 

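Esr1, the oestrogen receptor, differs by 0.13 (SE 0.08) in the SI and by -0.14 (SE 0.07) in the colon. Greb1, an oestrogen-responsive gene, differs by 0.08 (SE 0.09) and 0.01 (SE 0.15), and Fkbp5, an androgen-responsive gene, by -0.14 (SE 0.16) and 0.15 (SE 0.20). None of these passes the 1% threshold, and every exact permutation p is above 0.05. Slc45a3, a sugar transporter under androgen control, is higher in the colon of females by 0.30 (SE 0.10; exact permutation p = 0.0173), but does not pass without females 5 and 6 (0.20, SE 0.09), a setting chosen after the values had been seen. Of 12 oestrogen-responsive genes 0 pass in either segment (camera adjusted p = 0.879 in the SI and 0.46 in the colon). Of 10 androgen-responsive genes 0 pass in the SI (adjusted p = 0.924) and 1 in the colon. In the colon the androgen list is higher in females, with a median of 0.13 (adjusted p = 0.0134, and 0.173 with an estimated correlation) and 0 genes past adjustment over the list alone or over all genes tested. Of 8 genes of steroid synthesis, conversion and reception 0 pass in either segment (adjusted p = 0.895 and 0.189).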

Evaluation of the 349 sexually dimorphic genes revealed that this list did not include well-established oestrogen- or androgen-responsive genes.

Our analysis included samples collected of prepubescent mice. In previous studies of Conforto and Waxman [26] and Kwekel et al. [21], sexually dimorphic gene expression was analysed in pre- as well as post-pubertal animals. Both studies revealed that, although sexually dimorphic effects are detectable in pre-pubertal animals, the effects are much more pronounced in the adult phase of life. These results imply that also the difference between males and females for the two segments of the intestine might be much stronger in adult mice. On the other hand, Kwekel and coworkers noticed that part of the sexually dimorphic effect detected in the youngest animals disappeared at older ages [21], indicating differences in the kinetics of the developmental processes. Interestingly, according to data published by Mank and colleagues, the kinetics over the life cycle of sexually dimorphic genes in chicken differ between males and females [24]. Whether similar effects occur in the intestine needs to be explored in further studies.

### Variation in microbiota composition between the mice is driven by litter origin but not by sex

The newborn gut is essentially sterile. Inoculation and colonization of the colon starts already during delivery, and time is required to allow the first settlers to establish a dense microbial population. The final population colonizing the colon includes thousands of bacterial species that belong to a limited number of phyla. In the adult intestinal lumen, Bacteroidetes and Firmicutes are the dominant phyla, but during the colonization phase, bifidobacteria species (members of the Actinobacteria phylum) are usually dominant in breastfed infants [37]. However, in our 2-week-old mouse pups, an extremely limited amount of bifidobacteria was observed and the colon microbiota was almost exclusively made out of Bacteroidetes and Firmicutes. Our results indicated that variation between bacterial communities was dominated by litter origin while no significant difference between males and females was found. Most likely, the microbiome of their mothers is a critical component of the offsprings’ microbiome at this early pre-weaning phase and might dominate over other potential modifiers. However, we cannot exclude that sex has an effect on the dominance of specific taxa. These observations are consistent with previous reports, which showed that gut microbiota differences become evident in adult male and female mice and are driven by androgen hormones, but are absent in prepubescent mice [80],[81]. Furthermore, various other influencing factors including cage and maternal effects have been reported previously [82],[83].

### Localization on the sex chromosomes together with epigenetic effects might be responsible for the sexually dimorphic gene expression

As indicated above, sexually dimorphic gene expression is much more robust in the adult phase of life than during the prepubescent phase due to circulating sex hormones. Although very low levels of sex hormones are already present in early life, there is increasing understanding that also hormone-independent pathways of sexual differentiation exist [84]. Alternative mechanisms responsible for molecular regulation of sexually dimorphic effects are (1) expression of genes located on the sex chromosomes and (2) epigenetic differences between the sexes. Our study revealed relative abundance of sex chromosomal localization amongst the sexually dimorphic genes. Of the total subset of 349 intestinal sexually dimorphic genes, 19 were located on the X chromosome and 4 on the Y chromosome. Furthermore, our results showed that, consistent with previously reported data [85], the majority of the X-chromosomal genes displayed female-dominant expression and apart from the well-known escapees *Xist*, *Kdm6a* and *Kdm5c*, only marginal expression differences between males and females were detected. 

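Among the 19 X-linked genes that pass in either segment, 11 are higher in females and 8 in males. Sh3kbp1, an adaptor of receptor uptake, and Magee1 are higher in the SI of females by 0.19 and 0.27 (SE 0.06 and 0.08). Prrg3 and Tbc1d8b are lower by -0.27 and -0.14 (SE 0.08 and 0.05). Across these 4 genes the exact permutation p lies between 0.00216 and 0.0152. Of 8 genes tested that are reported to escape inactivation, 6 pass in each segment, led by Xist, Kdm6a, Eif2s3x and Kdm5c (camera adjusted p = 3.7e-20 in the SI and 3.6e-23 in the colon, and 1.2e-04 and 3.0e-05 with an estimated correlation). In each segment 6 stay below 0.05 when adjusted over the list alone and 4 over all genes tested. Fundc2, an X-linked gene of mitophagy, is higher in the colon of females by 0.19 (SE 0.07) and misses the 1% threshold (exact permutation p = 0.0216). With litter as a block Sh3kbp1, Magee1 and Tbc1d8b do not pass, but keep 87.2% to 96.4% of their difference. With the acinar score as a covariate, chosen after the values had been seen, they do not pass either and keep 80.9% to 90.5%.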

The Y-linked copy of *Kdm6a* and *Kdm5c*, *Uty* and *Kdm5d*, respectively [8], revealed strong expression in the intestine of the 2-week-old mice pups. 

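Uty at 8.88 log2 units and Kdm5d at 8.55 in the SI of males stand beside their X-linked copies Kdm6a and Kdm5c at 8.86 and 9.02 in the same mice. In females, which lack the Y-linked copy, Kdm6a lies at 9.53 and Kdm5c at 9.44. In the colon of males the 4 genes lie at 8.81, 8.70, 8.75 and 9.02, and in females Kdm6a and Kdm5c lie at 9.44 and 9.37. Of 5 genes on the Y chromosome list 4 pass in each segment (camera adjusted p = 1.7e-27 in the SI and 3.4e-31 in the colon, and 2.3e-05 in each with an estimated correlation). When adjusted over the list alone 4 stay below 0.05 in each segment, and 3 over all genes tested. Levels of different genes on an array also depend on their probes, so the X and Y copies are compared between sexes only.

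**Figure D4:**
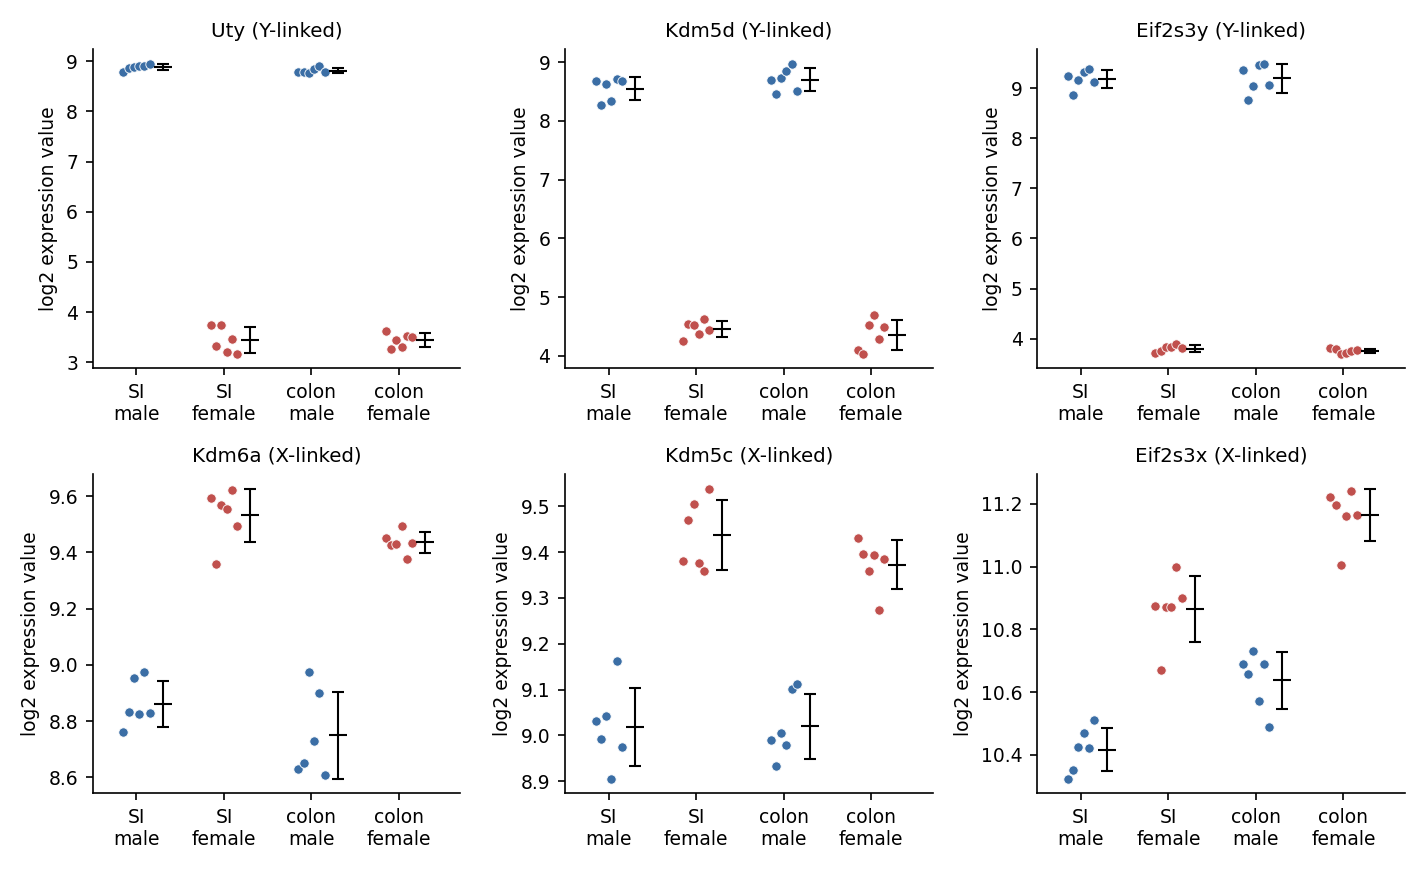
Log2 values of Uty, Kdm5d and Eif2s3y over those of their X-linked copies Kdm6a, Kdm5c and Eif2s3x in the SI and colon of 6 males and 6 females.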

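Btk, a kinase of B cell and myeloid signalling, lies at 5.57 in the SI of males (SD 0.25) and at 5.87 in that of females (SD 0.15), and its colon difference is 0.11 (SE 0.12). Bcorl1 differs by 0.04 (SE 0.07) in the colon. The other genes of this kind on the sex chromosomes, Ddx3x, Uty and Eif2s3y, pass the 1% threshold in both segments, while of 387 autosomal genes only Bhlhe23 does. For Btk the exact permutation p is 0.026 in the SI. Btk moves with the leukocyte genes in the SI and does not pass with litter as a block.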

Many of the sexually dimorphic genes located on the sex chromosomes display a regulating function in transcription (i.e. *Btk*, *Ddx3x*, *BcorL1*, *Uty*) or translation (*Eif2s3y*), and it can be speculated that these genes contribute to the differential expression of the autosomal genes.

Other potential mechanisms responsible for sexually dimorphic expression are epigenetic modifications. Previous studies have provided evidence that changes in histone modifications [22],[42] as well as alterations in DNA methylation [23] might contribute to differential gene expression between the two sexes. Our study displayed differential expression of a subset of genes involved in regulating histone modifications supporting the previously reported results. By analysing the promoter regions of the top 25 strongest sexually dimorphic genes, we observed high diversity in the CpG content ranging from extremely high CpG dense to just one or a few CpGs. We analysed DNA methylation of various genes containing low or medium CpG dense promoter regions and found no significant changes in DNA methylation in any of the 14 analysed CpG sites between males and females. Weber et al. identified a link of CpG density of promoter regions with their methylation status [86] which might be responsible for our findings instead of sex-differential effects. Moreover, pyrosequencing has the limitation to analyse only selected CpGs/regions and is not a genome-wide approach. Therefore, differential DNA methylation might occur on CpGs in the promoter regions that have not been included in our analysis. Furthermore, changes in gene expression might also be regulated by changing the methylation status of CpGs present in enhancer regions or in the gene body of the genes, which were not included in our analysis. Genome-wide DNA methylation analysis to investigate CpG methylation on a more extensive scale is required to determine the involvement of DNA methylation as underlying regulatory mechanisms of sexually dimorphic gene expression in the SI and colon.

## Conclusions

Our study revealed sexually dimorphic genes in both segments of the intestine. Functional analyses of these genes pointed towards differences in normal physiological functioning as well as disease development between males and females. No significant differences in bacterial community composition were found, although sex-specific taxa might exist. Since prepubescent animals have been used in this study, we can conclude that, even in the absence of circulating sex hormones and in the presence of identical microbiota in the colon lumen, there is intrinsic sex-specific gene regulation. Since the intestine fulfils a central role in whole-body health, the observed molecular sexually dimorphic effects might contribute to the differences in basic physiology, body composition and susceptibility to and progression of a broad variety of non-communicable diseases between males and females.

## Abbreviations

FC: fold change

HCA: hierarchical clustering analysis

IBD: inflammatory bowel disease

IBMT: intensity-based moderated *t* statistics

IDs: identifiers

IPA: ingenuity pathway analysis

IQR: interquartile range

MA: microarray analysis

PC: principal component

PCA: principal component analysis

RDA: redundancy analysis

RMA: robust multiarray

SI: small intestine

UC: ulcerative colitis

## Competing interests

Jos Boekhorst and Harro Timmerman are affiliated with NIZO food research BV. The other authors declare that they have no competing interests.

## Authors' contributions

HJV, MiM, TP and WTS conceived and designed the experiments. MGMP, MoM, AL and CL performed the experiments. WTS, MVB, JB and HMT analysed the data. WTS wrote the paper. MVB assessed the quality control of microarrays. MoM, HJV, MiM, TP, MVB, JB and HMT provided valuable feedback on the manuscript. All authors read and approved the final manuscript.

## Additional files

## Supplementary Material

Additional file 1: **Primer sequences used for DNA methylation analysis by pyrosequencing.** Primer sequences that have been used to measure DNA methylation by pyrosequencing in the promoter region of *Nts*, *Cyp2c66*, *Alox5ap*, *Mcpt1*, *Ccr3*, *Retnlg*, *DDX3X* and *Fundc2*. Click here for file

Additional file 2: **Genes displaying significant (*p* < 0.01) sexually dimorphic expression in the SI.** Overview of the expression levels in each individual mice in the SI and colon, FC and Limma *p* values of the 275 genes displaying significant differential expression between males and females in the SI. Click here for file

Additional file 3: **Genes displaying significant (*p* < 0.01) sexually dimorphic expression in the colon.** Overview of the expression levels for each individual mice in the SI and colon, FC and Limma *p* values of the 86 genes displaying significant differential expression between males and females in the colon. Click here for file

Additional file 4: **Chromosomal localization of sexually dimorphic genes in the SI and colon.** Overview of the absolute and relative frequency of sexually dimorphic genes on the chromosomes. Click here for file

Additional file 5: **Position of the analysed and not analysed CpGs in the promoter regions of the genes selected for pyrosequencing analysis.** For none of the analysed positions, a significant difference in methylation between males and females was detected (*p* in all cases >0.01). Click here for file

Additional file 6: **Male-dominant OTUs detected in the colonic luminal content of 2-week-old C57BI/6 pups.** OTU_610 was identified as a predictor for male mouse pups. Click here for file

Additional file 7: **Genes displaying significant (*p* < 0.01) sexually dimorphic expression in the SI, colon and/or liver of 2-week-old C57BL/6 mice.** Overview of the 507 genes displaying significant differential expression between males and females in the SI, colon and/or liver of 2-week-old mice and their chromosomal localization. Click here for file

# Supplementary material for: Sexually dimorphic characteristics of the small intestine and colon of prepubescent C57BL/6 mice
**Source:** Biol Sex Differ. 2014 Aug 29;5:11. doi: 10.1186/s13293-014-0011-9
**Supplement:** Additional file 5: — Position of the analysed and not analysed CpGs in the promoter regions of the genes selected for pyrosequencing analysis. For none of the analysed positions, a significant difference in methylation between males and females was detected (p in all cases >0.01).

## Slide 1
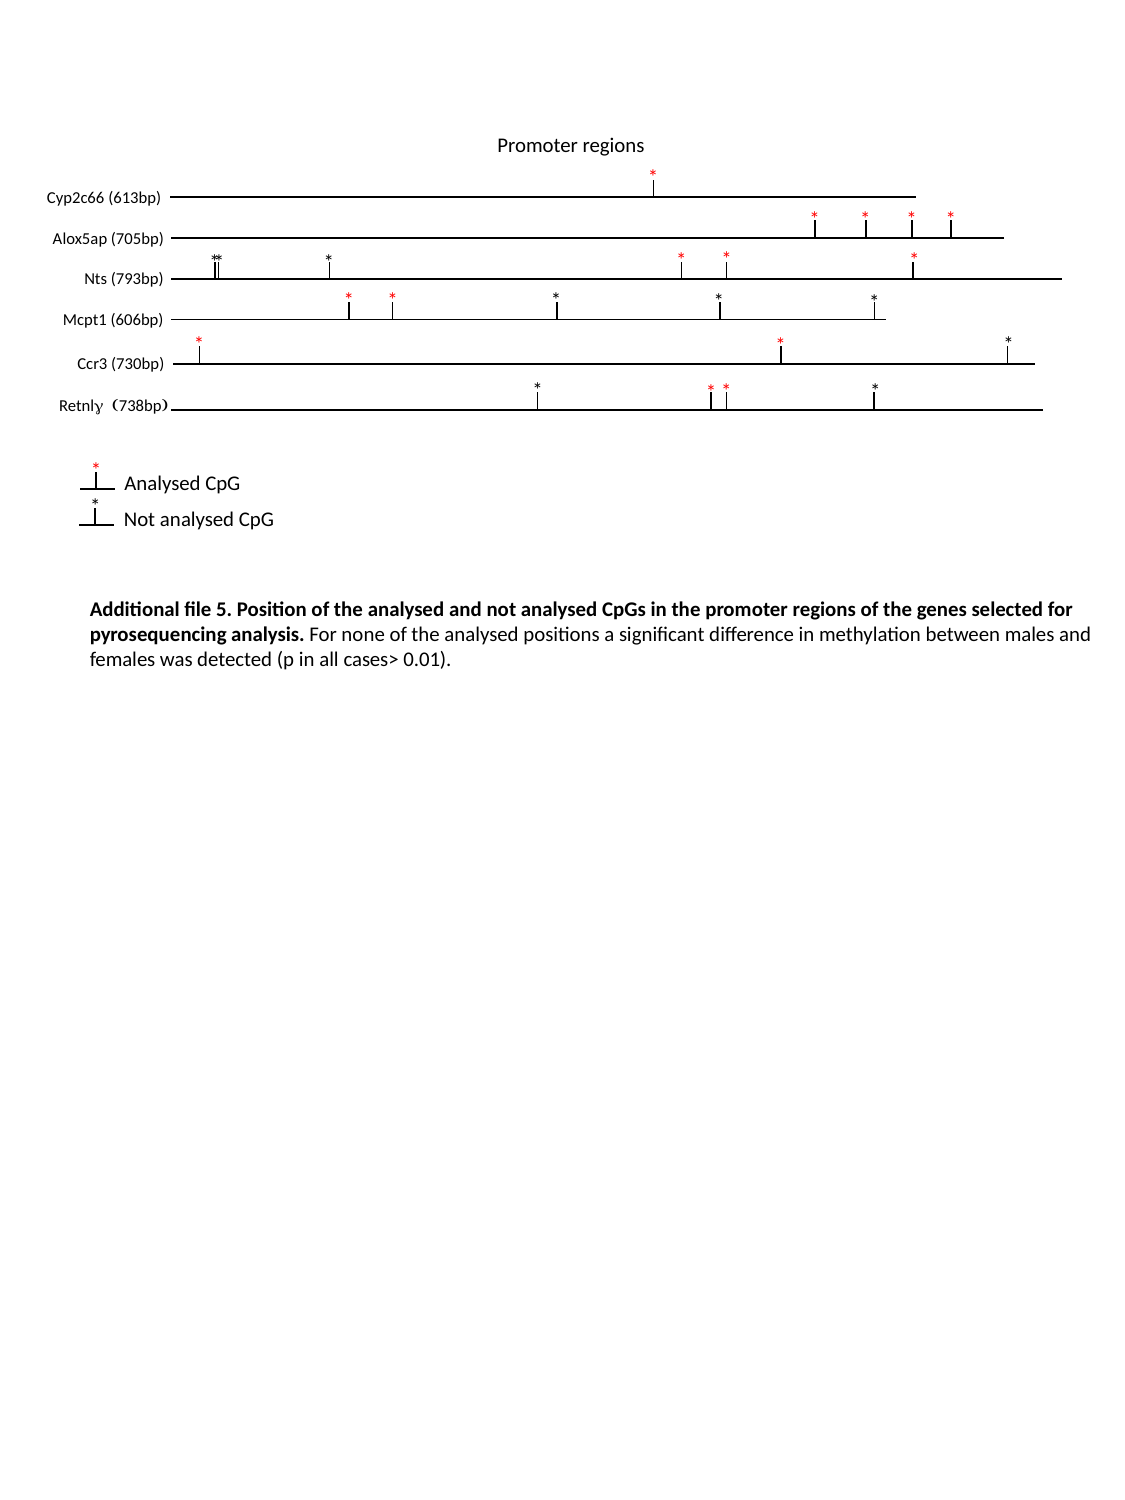

Promoter regions
*
Cyp2c66 (613bp)
*
*
*
*
Alox5ap (705bp)
*
*
*
*
*
*
Nts (793bp)
*
*
*
*
*
Mcpt1 (606bp)
*
*
*
Ccr3 (730bp)
*
*
*
*
Retnlg (738bp)
*
Analysed CpG
*
Not analysed CpG
Additional file 5. Position of the analysed and not analysed CpGs in the promoter regions of the genes selected for pyrosequencing analysis. For none of the analysed positions a significant difference in methylation between males and females was detected (p in all cases> 0.01).

# Supplementary material for: Sexually dimorphic characteristics of the small intestine and colon of prepubescent C57BL/6 mice
**Source:** Biol Sex Differ. 2014 Aug 29;5:11. doi: 10.1186/s13293-014-0011-9
**Supplement:** Additional file 6: — Male-dominant OTUs detected in the colonic luminal content of 2-week-old C57BI/6 pups. OTU_610 was identified as a predictor for male mouse pups.

## Slide 1
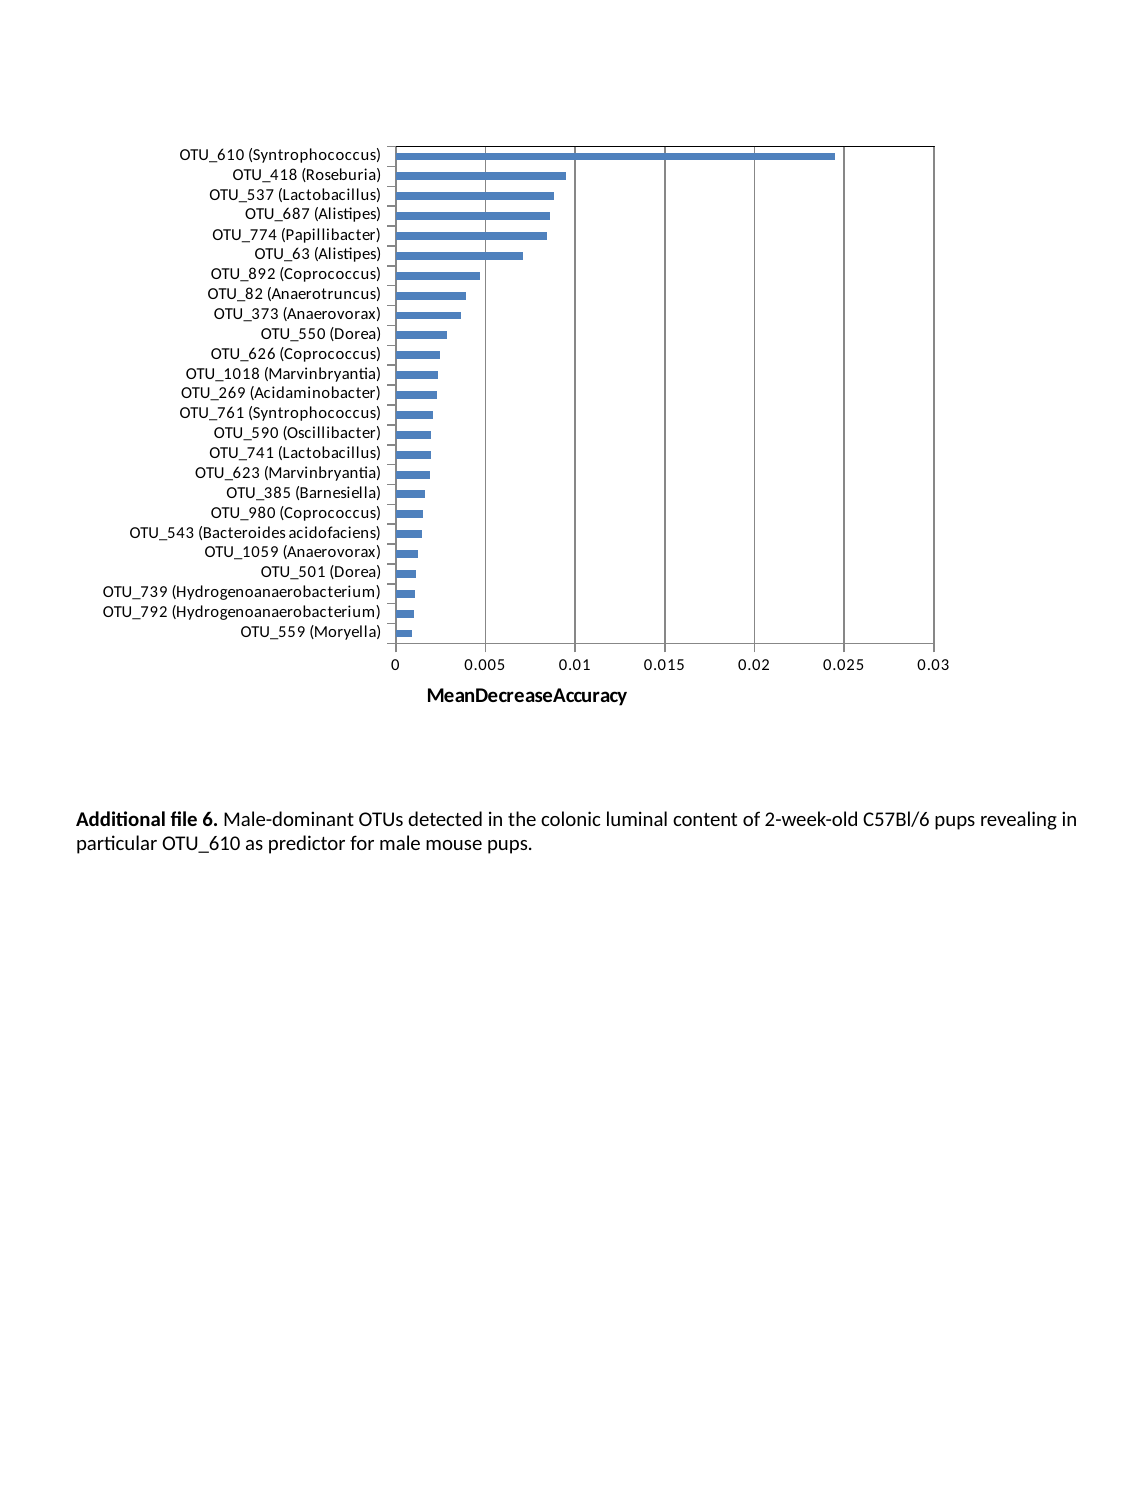

### Chart
| Category | MeanDecreaseAccuracy |
|---|---|
| OTU_559 (Moryella) | 0.0009 |
| OTU_792 (Hydrogenoanaerobacterium) | 0.000993 |
| OTU_739 (Hydrogenoanaerobacterium) | 0.001086 |
| OTU_501 (Dorea) | 0.001148 |
| OTU_1059 (Anaerovorax) | 0.00121 |
| OTU_543 (Bacteroides acidofaciens) | 0.001481 |
| OTU_980 (Coprococcus) | 0.00151 |
| OTU_385 (Barnesiella) | 0.001618 |
| OTU_623 (Marvinbryantia) | 0.001886 |
| OTU_741 (Lactobacillus) | 0.001936 |
| OTU_590 (Oscillibacter) | 0.001979 |
| OTU_761 (Syntrophococcus) | 0.002076 |
| OTU_269 (Acidaminobacter) | 0.002279 |
| OTU_1018 (Marvinbryantia) | 0.002326 |
| OTU_626 (Coprococcus) | 0.00245 |
| OTU_550 (Dorea) | 0.00286 |
| OTU_373 (Anaerovorax) | 0.003644 |
| OTU_82 (Anaerotruncus) | 0.003931 |
| OTU_892 (Coprococcus) | 0.004664 |
| OTU_63 (Alistipes) | 0.007115 |
| OTU_774 (Papillibacter) | 0.008439 |
| OTU_687 (Alistipes) | 0.008579 |
| OTU_537 (Lactobacillus) | 0.008848 |
| OTU_418 (Roseburia) | 0.009479 |
| OTU_610 (Syntrophococcus) | 0.024511 |Additional file 6. Male-dominant OTUs detected in the colonic luminal content of 2-week-old C57Bl/6 pups revealing in particular OTU_610 as predictor for male mouse pups.

How the deposited data were processed for this re-analysis (not part of the article)

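RNA of the SI and colon of 12 mice aged 14 days, 6 males and 6 females from 3 litters, was measured on Affymetrix Mouse Gene 1.1 ST arrays, 1 array per mouse and segment, 24 in all. The authors computed the deposited values by robust multiarray analysis (RMA) with the library AffyPLM at default settings, whose version the paper does not state. The deposited values are background-corrected, normalized and summarised log2 intensities of 35556 transcript clusters. The authors then redefined the probe sets by Entrez gene for their own tests, and those redefined values were not used here.

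Of the transcript clusters, 23099 are listed with a gene, 21218 with 1 gene and 1881 with several. The 21218 clusters were kept and gave 18820 genes. For the 1386 genes with several clusters the cluster of highest mean was used. The mouse RefSeq annotation of the assembly GRCm38.p6 gave names, chromosomes and neighbours only, and 33 of the clusters with 1 gene were not found in it. A gene was tested when it had an intensity of at least 20 on at least 5 arrays and an interquartile range of at least 0.1 on the log2 scale, in each segment. In the SI 11314 genes passed, in the colon 12646, and 9571 in both.

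Female minus male differences were tested within each segment with limma 3.58.1 in R 4.3.3, with a variance prior that follows the mean level. All tests are two-sided. Genes were called at p < 0.01, the threshold of the paper, and adjusted p values are by Benjamini-Hochberg. For named genes an exact permutation test went over all 924 arrangements of 6 and 6 mice. The sex effect in the SI was compared with that in the colon through the SI minus colon difference of each mouse. That the SI and colon with the same number come from the same mouse follows from the paper and the sample labels. After removal of group means, SI and colon of a mouse correlate with a mean r of 0.0515 over genes, above 0.1 for 3 of 12 mice. Litters were compared with sex in the model. Principal components used the 1000 genes of highest variance, centred and not scaled, with standard errors by leaving out a mouse at a time. Mice were clustered on the autosomal genes called in either segment. Chromosomes were compared by Fisher's exact test. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

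Gene lists of cell types and pathways, 52 in number, were written from general knowledge before the array values were seen but after the paper had been read, and 51 of them had enough genes tested. They were tested by camera with a preset correlation of 0.01, by camera with the correlation estimated from the data, and by the rotation test fry. The 102 tests of both segments were adjusted together. The rule for the genes named in the text was also written before the array values were seen. It takes the genes the paper names, the called genes of the sex chromosomes, the called members of lists, and the 10 called genes of largest change in each direction and segment. Genes from component loadings, from the networks of the paper and those past an adjusted p of 0.05 are named as well. The values in the tables and supplements of the paper had been seen by then.

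The tests of single genes between the sexes in each segment, and of the sex effect between segments, were also run on simulated data. Among 9571 genes, 50 were changed at each of 1.2-, 1.5-, 2- and 4-fold. Of those at 1.2-fold, 44% had an adjusted p below 0.05 in the SI and 10% in the colon. For 1.5-fold the shares were 100% and 84%. For the comparison of the sex effects between segments, 72% of genes changed by 1.5-fold passed the adjusted threshold. All sizes were adjusted together, and the genes with large changes loosen the adjusted cutoff. These adjusted shares may thus be too high for data with fewer changed genes. Array medians lie between 6.36 and 6.48, and 83.7% to 85.6% of genes reach an intensity of 20. Precision is set by 6 mice per group and by the compression of array signals near background.

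Alternatives to the filter, normalization, variance model, grouping of arrays, litter, array weights, linkage and list test were fixed before the values were seen, and each mouse was left out in turn. The acinar score and the suckling-period enterocyte score as covariates, the colon without females 5 and 6, and averaged clusters were added after the values had been seen. Groups were also exchanged at random, with 100 of the 462 distinct divisions into 6 and 6, the real one included.

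The filters of the paper on 7 probes per gene and on pancreas-specific genes could not be repeated, so acinar genes stay in the tests. Ddx3y, Gm12696, Gm6581 and Pisd-ps1 have no transcript cluster of their own and are not analysed here. The networks leave out microRNA families, human-only symbols and symbols that could not be assigned to 1 mouse gene. DNA methylation, microbiota and liver are not analysed here.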

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

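The tests of each gene within a sex, of small intestine in the colon samples and of the Dlk1-Dio3 region were chosen after the results were seen, and the others before.

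Autosomal genes higher in the SI of females. The 17 pancreatic acinar genes, which the paper set out to remove, have a median female minus male difference of 1.547 in the SI, and male 3 lies far from the other males in the mean of this list (gap over range 0.7625). The pan-leukocyte genes have a median of 0.2263, and 3 of 7 leukocyte lists are higher in females by camera but none with an estimated correlation (adjusted p = 0.1819, 0.4318 and 0.3553), so pancreas on some samples and a higher share of some leukocytes may each contribute. Within a sex, 15.22% of the 184 genes follow the acinar mean with r above 0.5 (6.527% of other genes). This does not decide whether pancreas is the whole cause. The 1% threshold favours genes that vary little within a sex, while the acinar mean varies there (SD 1.58 in males and 0.76 in females). For the leukocyte mean, 28.81% of 177 genes follow it (8.407% of other genes), and a part of them cannot be told apart from a share of leukocytes. Chance division of the mice rarely gives the count of 307. Of 100 divisions drawn from 462, 2 reach it, the real one included (highest other count 358, with male 1 and female 5 exchanged). For the 289 autosomal genes it is also 2 of 100 (highest other count 344). Chance is thus unlikely for these counts but not excluded, as the exchange of male 1 and female 5 gives more genes than the real division.

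Genes higher in the colon of males. Mesothelium genes have a median of -0.3974 in the colon, so more serosa on male samples may contribute. Within a sex, 15% of 80 genes follow the mesothelium mean with r above 0.5 (9.261% of other genes). This does not decide whether serosa is the whole cause. The 1% threshold favours genes that vary little within a sex, while the mesothelium mean varies there (SD 0.34 in each sex). For the suckling-period enterocyte mean, 50% of 80 genes follow it (8.51% of other genes, median r 0.5055). The sex effect cannot be told apart from a different share of these transcripts. Admixture of small intestine with the profile of the SI samples is excluded, since the Fabp1 level allows at most 0.6693% and the genes would need a median of 12.16%, but Gata4, Fabp2 and Apoa4 allow up to 5.166%, 24.37% and 46.86%, so a part of the SI low in Fabp1 and Gata4 is left open. Chance division is not excluded for the count of 114, which 19 of 100 divisions reach (highest other count 296), nor for the 99 autosomal genes (22 of 100, highest other count 284).

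Clustering by sex. With genes chosen anew for each random division of the mice, all 12 mice fall on a branch of their own group in 15.15% of other divisions by average linkage and in 39.39% by Ward linkage. The separation of males and females cannot be told apart from the selection of the genes by the same groups. Of 100 divisions only the real one reaches the 12 genes of the SI and the 7 of the colon past an adjusted p of 0.05 in limma (1 of 100 in each segment, highest other counts 10 and 3), but genes of the X and Y chromosomes follow the real sexes only. The 5 autosomal genes among the 12 are reached by 2 of 100 divisions (highest other count 10), but their number is 15 without male 1, 2 without male 3 or female 3 and 1 with the acinar score as a covariate, and the colon has 0.

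In single values, a mouse was noted when its gap to the next value of its group, divided by the range, was above the 5% critical value of Dixon's test. This notes about 1 in 20 groups by chance, and it found 25 of 476 groups for named genes and 3 of 50 for lists. In the SI these mice are male 5 for Arhgap15 (0.7913), Pla2g7 (0.7919) and Mmp25 (0.697), male 1 for Itgb2 (0.6853) and male 3 for Gm5409 (0.666). Among SI females they are female 4 for Cabp4 (0.6277) and Tbc1d8b (0.6963), female 6 for Clip4 (0.8003), female 2 for Pla2g10 (0.6638) and female 3 for S100b (0.6544). In the colon they are male 5 for Alox15 (0.7441), Alox5 (0.7556), Hoxa6 (0.6336), Retnlg (0.6687), Sst (0.6635) and Xist (0.6395), male 6 for Hdac11 (0.6513), Syndig1 (0.6428) and Wt1 (0.6946), and male 3 for Sh3kbp1 (0.6653). Among colon females they are female 5 for AW822252 (0.7535), female 6 for Ccr3 (0.635), female 4 for Cd37 (0.6739), female 3 for Eif2s3x (0.6534) and female 1 for Gadd45a (0.6441). For means of lists in the SI, besides male 3, female 6 lies apart for mucosal inflammation genes (0.7381) and male 1 for distal small intestine genes (0.6351).

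In the test of the sex effect in the SI against the colon, Xist (-1.017) and 9830107B12Rik (0.6865) pass an adjusted p of 0.05 in limma. Of 100 divisions of the mice only the real one reaches 2 genes (1 of 100, highest other count 0), but Xist follows the real sexes only, and its background in males, 5.131 in the SI and 4.494 in the colon, enters its difference.

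In gene expression, for which the paper did not compare litters, these differ at an adjusted p of 0.05 in limma for 5 genes in the SI (Slc7a15, Acot12, Prr15, Gml and Snord14e) and for 3 in the colon (Ahsg, Snord14e and Slc9a3). Of 100 divisions of the mice among litters, 3 reach the SI count (highest other count 20) and 2 the colon count (highest other count 5), the real one included.

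Of 8994 transcript clusters without a single gene name that pass the filter, 1 in the SI and 1 in the colon have a limma adjusted p below 0.05 between the sexes, and 238 and 115 pass the unadjusted 1% threshold, where 90 are expected. Of these, 46 are higher in females and 192 in males in the SI, and 77 and 38 in the colon, in each segment the reverse of the named genes (198 and 109, and 25 and 89).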

How the results depend on the processing

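Of 120 calls of named genes, 39 pass the 1% threshold under every alternative, 59 under every alternative fixed beforehand other than a left-out mouse, and none turns its direction. Calls lost with litter as a block keep 85.16% to 104% of their difference. With 6 mice per sex and signals compressed near background, small changes are the least certain. The cause of the shifts in count was not tested, except where fewer or more genes enter the test or mice are left out.

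Filter: without any filter the SI has 545 genes (519 autosomal) and the colon 199 (179 autosomal), 725 in either and 19 in both, with 68.26% and 47.74% below 1.2-fold. With the intensity filter alone the SI has 481 (458 autosomal), 625 in either and 17 in both, with 69.65% and 40.37% below 1.2-fold. With the stricter filter 57.87% of SI genes are below 1.2-fold.

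Model: with all 24 arrays in one fit the SI has 185 genes (168 autosomal), 39.46% below 1.2-fold, and the colon 297 (274 autosomal). That fit pools the spread of SI and colon, so its counts do not rank the segments. The share below 1.2-fold in the colon is 15.19% with litter as a block and 35.58% with array weights. With the acinar score as a covariate the SI has 190 (173 autosomal), 24.21% below 1.2-fold, and the acinar list turns to lower in females (adjusted p = 0.7799), as that covariate is its own mean. Without females 5 and 6 the colon has 68 (54 autosomal), 8.824% below 1.2-fold. With the suckling-period enterocyte score it has 28 (16 autosomal), 10.71% below 1.2-fold. These 3 settings were chosen after the values had been seen. Quantile normalization, the published test (IBMT) and a prior without trend leave 311, 307 and 309 genes in the SI and 110, 114 and 116 in the colon.

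Replicate block: male and female samples share only a number, and with the number as a block the colon has 68 genes (56 autosomal), 10.29% below 1.2-fold, and the SI 286, 44.76% below 1.2-fold. Same numbers correlate with a mean r of 0.0469 in the SI and -0.083 in the colon, best with their own number for 1 of 6 and 0 of 6 pairs, so the pairing is not in the design.

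A left-out mouse: counts run from 227 to 421 in the SI, from 62 to 239 in the colon (62 without male 6, 63 without male 2, 70 without female 6, 239 without male 3) and from 50 to 222 for colon autosomal genes (50 without male 2 or male 6, 58 without female 6, 222 without male 3). Genes in both segments run from 10 to 20 (18 without male 1 or male 5, 20 without female 1), and SI genes after adjustment from 9 to 22 (22 without male 1).

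Lists and chromosomes: of 25 lists called, 4 keep the call with an estimated correlation and 7 by fry, which calls 11 in all. The odds ratio of the X chromosome is 0.7121 in the SI and 1.282 in the colon without genes reported to escape inactivation, and 1.773 in the colon without a filter.

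Components and clustering: each segment alone gives a first component of 42.68% (SI) and 44.63% (colon) and a second of 22.08% and 18.35%, which separates the sexes in 0 segments. The second is 2.777% with autosomal genes only (0 segments) and 2.473% at unit variance (1 segment). Clustering puts 10 of 12 mice on their own branch with complete linkage, 12 with Ward linkage, 7 with 1 minus correlation and 10 with SI arrays only.

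Segments and litters: the sex effect differs between segments for 1 gene in the 4-group fit with the mouse as a random block, 1 without it and 1 with litter as a block. Litters differ for 3 SI genes without a filter and for 2 without sex in the model.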

Differences from the paper's values

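Counts and shares are counted as different here when one is more than 1.5 times the other. Genes higher in the colon of males number 58 in the paper and 89 here. With the stricter filter, quantile normalization, litter as a block, array weights, the replicate number as a block, or without males 1, 2, 4 or 6 or females 2 to 6 the count lies within this 1.5-fold limit. Genes in opposite directions in the segments number 2 in the paper and 1 here, and the count lies within the limit with the intensity filter alone, all arrays in one fit, array weights, the replicate number as a block, or without males 1 or 5 or female 1. Gm6581, which the paper names among these genes, has no transcript cluster of its own and could not be counted here. The share of colon genes below 1.2-fold is 44.19% in the paper and 23.68% here, and it lies within the limit without a filter, with the intensity filter alone or with array weights. X-linked genes higher in the colon of males number 0 in the paper and 4 here, and it lies within the limit without female 6.

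Of 58 fold changes compared, 56 have the same sign and 4 differ in sign or by more than the replicate SD. For Eif2s3y in the SI the paper gives -49.68 and here it is -41.87, and for Xist in the SI the paper gives 104.49 and here it is 89.92. No alternative brings either within the replicate SD, but both compare with the sex in which the gene is absent or silent, so they are lower bounds set by the background. For Slc7a11 in the colon the paper gives 1.05 and here it is -1.002, which lies within the SD at the same sign with quantile normalization, litter as a block, array weights, or without males 1, 4 or 6 or females 1 or 5. For Mcpt1 in the SI the paper gives -1.02 and here it is 1.023, which lies within the SD at the same sign without males 1 or 2 or female 6.

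Of the 275 genes the paper lists for the SI, 251 have a transcript cluster of their own, 250 have the same direction, and 136 of 219 tested pass the 1% threshold. For the 86 colon genes these numbers are 70, 69 and 26 of 57. Across these genes, which are not independent replicates, the log2 changes of the paper and those here correlate with r of 0.998 and 0.999. Xist, with changes of 6.49 and 7.51, and the Y-linked genes weigh heavily on both values. No r is given here for autosomal genes alone, most of which change far less.

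The text of the paper names Cabp2 as a gene of opposite directions, while its supplements list Cabp4. The percentage given for the first component differs between the figure and the text of the paper, and a figure places Nts on another chromosome than the table does. The paper separates all mice by clustering, which Ward linkage alone does here. Upk1b in the colon, Mbd1, Bcorl1 and Hdac11 in the SI, and Cabp4, Fundc2 and Tnfrsf19 in the colon are listed in the paper and miss the 1% threshold here. With all arrays in one fit, which pools the spread of SI and colon, Upk1b, Cabp4, Fundc2 and Tnfrsf19 pass. Without the interquartile filter Mbd1, Bcorl1 and Tnfrsf19 pass. Hdac11 passes only without female 3. Nos2, Nucb2 and Phf20 are listed in the paper and were removed here by the interquartile filter of the other segment.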

Other observations

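Dlk1, Mir377 and Mir323 of the imprinted Dlk1-Dio3 region on chromosome 12 are lower in the colon of females by -0.44, -0.37 and -0.37. The 20 genes tested there, which include Meg3, Rian and Dio3, the deiodinase of thyroid hormone, are lower in females in 19 of 20 cases, with a mean difference of -0.22 (6.38 in males, SD 0.14, and 6.16 in females, SD 0.08; exact permutation p = 0.00866). In 5 of 6 females the mean lies below every male. In the SI the mean difference is -0.03 (exact permutation p = 0.188). Of 8813 windows of 20 neighbouring autosomal genes elsewhere, 0.1702% are as low in the colon, and this region was looked at after the values had been seen. The windows overlap, so they are not independent. Most of the 20 genes are microRNAs, which may vary together more than the genes of other windows, so the share may be too low. With the suckling-period enterocyte score as a covariate, a setting chosen after the values had been seen, Dlk1 misses the 1% threshold as its SE rises from 0.12 to 0.15, while its difference stays at -0.39. Of 13 imprinted genes 11 lie below 0 in the colon, and Dlk1 and Igf2 pass the 1% threshold (camera adjusted p = 0.0152, and 0.599 with an estimated correlation), with 1 past adjustment over the list alone and 0 over all genes tested.

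S100b of enteric glia is higher in the SI of females by 0.36 (SE 0.12), and Elavl4 of enteric neurons is lower by -0.31 (SE 0.09; exact permutation p = 0.0195 and 0.00216). The 14 enteric neuron and glia genes are lower as a list (camera adjusted p = 0.0374, 0.056 with litter as a block, and 0.377 with an estimated correlation), with 4 past adjustment over the list alone and 0 over all genes tested. Smooth muscle genes are lower in the SI of females, with a median of -0.15 and 0 of 10 past the 1% threshold (camera adjusted p = 0.00211, and 0.566 with an estimated correlation). Endothelium genes are higher, with a median of 0.10, and Nos3, the endothelial nitric oxide synthase, differs by 0.19 (SE 0.06, exact permutation p = 0.00216; list adjusted p = 5.8e-04, and 0.377 with an estimated correlation). Nos3 does not pass with litter as a block (0.18, SE 0.06). For both lists 0 genes pass either adjustment. Nox4, an oxidase, is lower in the SI of females by -0.25 (SE 0.08; exact permutation p = 0.0216), and the suckling-period enterocyte genes have a median of -0.13 (camera adjusted p = 6.4e-05, and 0.355 with an estimated correlation), with 4 past adjustment over the list alone and 0 over all genes tested. The mesothelium genes have a median of -0.09 in the SI (adjusted p = 0.00758, and 0.463 with an estimated correlation), with 0 past either adjustment. The mean of the mesothelium list differs by -0.145 in the SI, and by -0.094 without female 3. The interferon genes have a median of -0.20 in the colon, with 0 of 14 past the 1% threshold (camera adjusted p = 0.0127, 0.0515 with litter as a block, and 0.519 with an estimated correlation) and 0 past either adjustment.

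Ahsg, a plasma protein gene, has colon means of 7.57, 5.11 and 4.81 in the litters (limma adjusted p = 0.0236), and Slc9a3, the sodium-proton exchanger, 8.69, 9.35 and 7.71 (adjusted p = 0.032). Slc7a15, an amino acid transporter gene, differs between litters in the SI (adjusted p = 9.1e-04).

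Adipoq, an adipocyte hormone, is lower in the SI of females by -0.31 (SE 0.10), and Cidec, a lipid droplet protein, is lower in the colon of females by -0.36 (SE 0.11). Onecut2, a transcription factor of the proximal SI, is higher in the SI of females by 0.31 (SE 0.10), and Edem2, of protein quality control, by 0.17 (SE 0.05). The exact permutation p of these 4 genes lies between 0.00216 and 0.0303. Cidec does not pass without females 5 and 6 (-0.21, SE 0.09) or with the suckling-period enterocyte score as a covariate (-0.13, SE 0.09). Onecut2, Edem2 and the oxidase Nox4 do not pass with the acinar score as a covariate (0.19, 0.15 and -0.17, SE 0.10, 0.06 and 0.08). These settings were chosen after the values had been seen.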
